# Functional blockade of α_5_β_1 _integrin induces scattering and genomic landscape remodeling of hepatic progenitor cells

**DOI:** 10.1186/1471-2121-11-81

**Published:** 2010-10-19

**Authors:** Luciano Vellón, Félix Royo, Rune Matthiesen, José Torres-Fuenzalida, Alicia Lorenti, Luis A Parada

## Abstract

**Background:**

Cell scattering is a physiological process executed by stem and progenitor cells during embryonic liver development and postnatal organ regeneration. Here, we investigated the genomic events occurring during this process induced by functional blockade of α_5_β_1 _integrin in liver progenitor cells.

**Results:**

Cells treated with a specific antibody against α_5_β_1 _integrin exhibited cell spreading and scattering, over-expression of liver stem/progenitor cell markers and activation of the ERK1/2 and p38 MAPKs signaling cascades, in a similar manner to the process triggered by HGF/SF1 stimulation. Gene expression profiling revealed marked transcriptional changes of genes involved in cell adhesion and migration, as well as genes encoding chromatin remodeling factors. These responses were accompanied by conspicuous spatial reorganization of centromeres, while integrin genes conserved their spatial positioning in the interphase nucleus.

**Conclusion:**

Collectively, our results demonstrate that α_5_β_1 _integrin functional blockade induces cell migration of hepatic progenitor cells, and that this involves a dramatic remodeling of the nuclear landscape.

## Background

Cell scattering is a physiological process executed by stem and progenitor cells during embryonic liver development and postnatal organ regeneration. Metastasis seems to arise from the same genetic program that instructs cells to detach, adhere, and migrate through extracellular matrices, crossing tissue boundaries and escaping death due to an unsuitable tissue context [1]. The Hepatocyte Growth Factor/Scattering Factor 1 (HGF/SF1) is the paradigmatic example of a molecule that induces cell scattering with optimal spatial and chronological coordination. This process takes place through a complex network of signaling pathways triggered by the HGF/SF1 tyrosine kinase receptor, Met, which includes the Grb2-Ras-Mitogen Activated Protein Kinases (MAPK), the PI-3'K, and the Signal Transducer and Activator of Transcription (STAT) cascades [2]. Integrins are thought to be essential for cell migration and penetration of the basement membrane, in addition to playing a major role in cellular adhesion to the extracellular matrix (ECM) and certain cell surface proteins. These adhesion receptors also convey a series of mechanical and biochemical extracellular stimuli in signaling cascades that favor cell migration and proliferation [3,4]. Interestingly, growth factor and integrin-emanating signals can interact to promote cell migration. For instance, c-Met signaling can be modulated by the α_6_β_4 _integrin when co-expressed on the cell surface [5], and HGF/SF1, conversely, can regulate the adhesive status and aggregation rate of α_v_β_3 _integrin in epithelial cells [6].

The genome is highly organized within the cell nucleus [7]. Indeed, chromosomes and genes exhibit cell type specific preferential positioning, and this non-random distribution of genetic elements in the interphase nucleus is related to genome function [8]. Genome organization has been broadly investigated, in particular during cell differentiation and tumorigenesis. For example, the stem cell specific genes *Nanog *and *Oct4 *acquire differential positioning in the nucleus as their expression levels change during differentiation of human embryonic stem cells [9]. Additionally, changes in the spatial distribution of cancer related genes have been shown in a cell-model of breast cancer during induced malignant evolution [10]. However, much still remains to be elucidated regarding the genomic events associated with cell migration.

MLP29 cells are murine liver progenitor cells that respond to HGF/SF1 treatment with a well characterized sequence of events that resemble the cell invasion program, including cell scattering, migration, proliferation, and tubular morphogenesis [11]. Considering that α_5_β_1 _integrin is one of the main ECM receptors of hepatocytes, and that changes in integrin-mediated contacts between the cell and ECM are necessary for cell migration [12], we speculate that functional blockade of α_5_β_1 _integrin may result in cell migration, and that the changes in the cell microenvironment will be sensed and transduced into specific nuclear responses. Here, we investigated the molecular and cellular genomic events associated with cell migration triggered by the functional blockade of α_5_β_1 _integrin in liver progenitor cells.

## Results

### Integrin expression profile and adhesion properties of hepatic progenitor and HCC cells

We first assessed the cell membrane expression of β_1 _integrins in MLP29 and Hep16 cells by flow cytometry and immunofluorescence analyses. Cytometric analyses showed that this integrin sub-unit is expressed in MLP29 and Hep16 cells. However, flow cytometric detection of β_1 _levels demonstrated significantly higher levels of β_1 _integrin-types in MLP29 cells compared to Hep16 cells, used as a control because of their low β_1 _integrin expression levels (Figure 1A). To determine the adhesive capacity to different components of the ECM, we performed cell adhesion tests to FN, VN, LMN and COL-I using the MTT assay. HCC cells exhibited high adhesive capacity to all these components of the ECM, whereas, MLP29 cells displayed high adhesion to FN and COL-I, and low adhesion to VN and LMN (Figure 1B), thus making the MLP29 cellular model suitable for the study of β_1 _integrin-mediated events.

**Figure 1:**
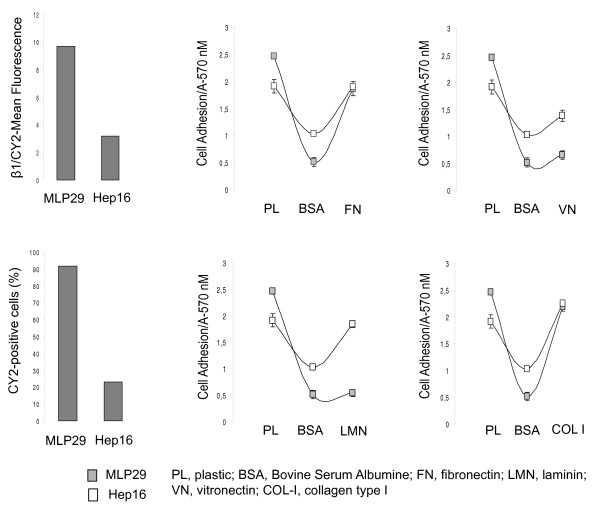
**Β1-integrin expression and adhesive properties of MLP29 and Hep16 cells**. (A) Quantitative analysis by flow cytometry revealed that most (90%) of cells were positive for β_1 _staining and that the intensity levels (Geo Mean fluorescence) of β_1 _expression was higher in MLP29 than in Hep16 cells. The experiment was performed three times with similar results. (B) MTT assay was used to assess MLP29 and Hep16 cell adhesion capacity to different components of the extracellular matrix, including FN, VN, LMN and COL I. To prevent nonspecific cell adhesion, plates were blocked with BSA. Cell adhesion to the different substrates was estimated by measuring the optic density at A570 nm. The data presented summarize the mean (±SD) of three independent experiments, each performed in triplicate.

### α_5_β_1 _integrin functional blockade induces cell scattering and migration in hepatic progenitor cells

Considering that integrin α_5_β_1 _is one of the main ECM receptors of hepatocytes, we wondered whether specific disruption of the α_5_β_1_-mediated cell-ECM interactions would trigger invasive-like cell growth. In order to substantiate our hypothesis, MLP29 cell cultures were treated with a specific antibody against α_5_β_1 _integrin and HGF/SF1 as control, owing to its capacity to induce cell scattering and migration. By microscopic inspection, we observed that untreated MLP29 cells grow in tightly packed patches, mimicking the structure of an epithelial sheet, whereas blocking α_5_β_1 _caused the loss of cell-cell junctions and induced cell spreading throughout the culture dish, similar to the cell scattering induced by HGF/SF1. These morphological changes involved reorganization of the cell cytoskeleton, from cortical F-actin structures to parallel bundles disposed along the axis of the cellular prolongations (Figure 2A). Moreover, immunoblot and immunofuorescent detection showed that functional blockade of α_5_β_1 _integrin induced down-regulation of E-cadherin, demonstrating that effectively the process involved cell-cell dissociation (Figure 2A).

**Figure 2:**
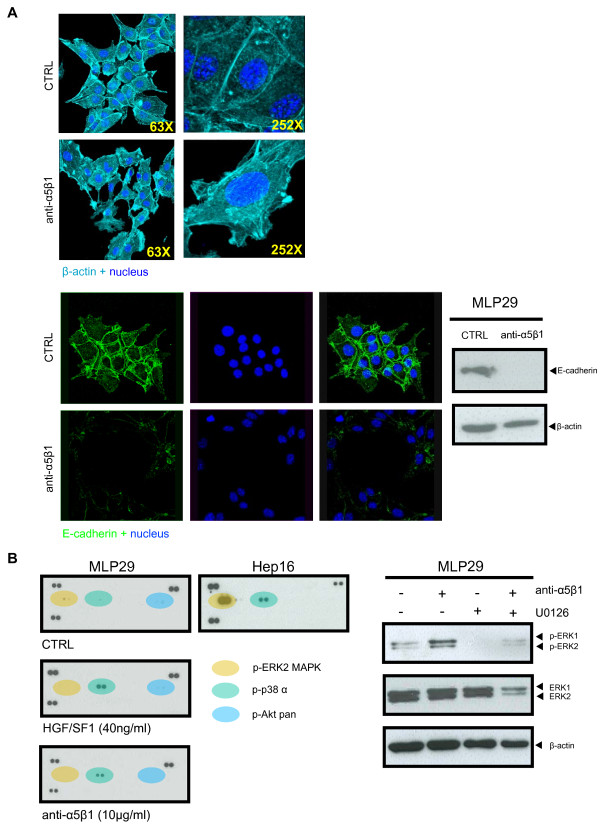
**α_5_β_1 _integrin functional block induced spreading and scattering of MLP29 hepatic progenitor cells**. (A) Immunofluorescent detection of F-actin in MLP29 cells showed that the cells grow in packed islands, while after the treatment with a specific α_5_β_1_-functional blocking antibody the cells undergo spreading and scattering. Higher magnification (252×) of untreated and treated MLP29 cells shows the characteristic actin microfilaments reorientation associated with cytoskeleton re-organization. Immunofluorescent and immunoblot detection of E-cadherin in MLP29 cells following α_5_β_1 _functional blockade showed that the expression levels of E-cadherin decreased at the cell-cell junctions in cells treated with the specific functional blocking antibody against α_5_β_1_, which was corroborated by immunoblot analysis. (B) Representative images of the phospho-MAPKs arrays. Activation of the different members of the MAPKs family was identified by means of a key provided with the kit. MLP29 cells were treated with the α_5_β_1 _functional blocking antibody or HGF/SF1, in the presence or absence of the specific MEK inhibitor U0126. Cells were lysed and total protein (20 μg) was resolved by SDS-PAGE and analyzed by immunoblot for ERK1/ERK2 MAPK and phospho-ERK1/ERK2 MAPKs. Blots were then reprobed with an antibody for β-actin as a control for protein loading. Results are representative of at least three independent experiments.

To specifically test cell migration we performed the wound healing and the transwell assay. In the wound healing assay, the same fields on a confluent cell monolayer were pictured right after scratching (0 hours) and 20 hours later. Computational analysis of the images showed that MLP29 cells treated with the α_5_β_1 _function-blocking antibody migrated towards the scratch faster than the control cells (p < 0.005). HGF/SF1 also induced migration, but to a lesser extent (Figure 3). In the transwell assay, MLP29 cells treated with HGF/SF1 or anti-α_5_β_1 _integrin antibody were placed on top of filters coated with ECM formulations, but migration through filters was not statistically significant after 72 hours. These results suggest that different mechanisms for cell migration may be used in these two types of assays (see below). We further characterized this process by determining the expression levels of β_1 _and β_3 _integrin sub-units, which are known to be associated with the invasive capacity of several epithelial tumor types. Moreover, we assessed the level of EpCAM, AFP and CK19, all biomarkers expressed in the liver stem cell niche during liver regeneration [13]. Immunofluorescence with antibodies against these proteins showed that the expression level is higher after both treatments (Additional file 1). In addition, these changes were associated with an increase in metabolic activity (Additional file 2). Furthermore, flow cytometric analysis of DNA content showed that α_5_β_1 _functional blockade did not induce drastic changes in the progression of MLP29 cells through the cell cycle (Additional Files 3 and 4).

**Figure 3:**
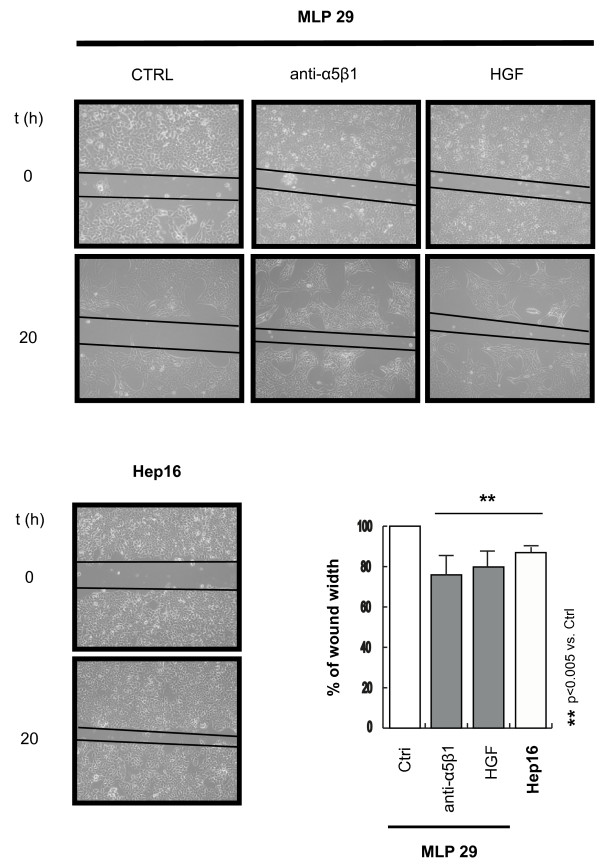
**α5β1 integrin functional blockade induced migration of MLP29 hepatic progenitors**. α_5_β_1 _functional blockade induced morphological modifications and triggered cell motility in MLP29 cells, in a manner comparable to HGF/SF1. Cell migration was calculated as the mean of six different measurements along the scratch and is expressed as percentage of the wound width covered by the migrating cells. The data presented summarize the mean (±SD) of three independent experiments.

### α_5_β_1 _integrin functional blockade of hepatic progenitor cells triggers cell signaling pathways involved in cell motility

We checked the activation status of the different members of the MAPKs family in response to α_5_β_1 _functional blockade or stimulation with HGF/SF1. Using a MAPK array kit, we determined that both treatments induced the long-term activation (twenty hours) of p38 MAPK, partly matching the hyperactivation of the ERK1/2 and p38 MAPKs cell transduction cascades of the highly invasive Hep16 HCC cells (Figure 2B). Activation of ERK 1/2 MAPKs was also observed, however, the peak of this kinase phosphorylation occurred two hours after α_5_β_1 _integrin functional blockade. These effects were reversed by the MEK pharmacological inhibitor U0126 (Figure 2B).

### Gene expression profile of migrating liver progenitor cells

To characterize the global genome transcriptional response to functional blockade of α5β1 integrin, we performed GeneChip array analyses (Affimetrix^®^, Mouse430A_2) of well annotated genes. 

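MLP29 is a line of mouse liver progenitor cells, and its RNA was measured on Affymetrix Mouse430A_2 arrays, with 1 array per sample. In each of 3 independent experiments, cells starved in 0.1% serum for at least 16 h were left untreated, received an antibody (clone BMB5, 10 µg/ml) that blocks α5β1 integrin, the fibronectin receptor, or received HGF/SF1 (20 ng/ml), the ligand of the receptor Met. Treatments lasted 24 h, and the 9 arrays give 3 values per condition, a number that limits the precision of every value. None of the arrays is described as cells given a control antibody, so an effect of adding antibody cannot be told apart from the blockade. Changes given as after the blockade are those of antibody-treated against untreated cells. The authors processed all arrays together in affylmGUI with rma background correction, and the deposited values are log2 summaries per probe set, with array medians from 5.91 to 6.08. After 64 control probe sets were left out, 22626 probe sets were fitted in limma with a mean per condition. Each comparison is counted at an unadjusted p under 0.05 and at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets). The text of the paper names a p-value without saying whether it was adjusted. For antibody and HGF/SF1, the paper's counts of 2671 and 191 lie close to the unadjusted counts of probe sets here, 2674 and 192. Counts of genes, 2034 and 167, lie further away, and the adjusted counts, 5 and 0, argue against an adjusted p-value. A gene is represented by its brightest probe set among those naming that gene alone, which gives 12393 genes, and changes in genes are log2 fold changes between groups of 3 arrays with the standard error (SE) of the fit. Genes called higher or lower passed the unadjusted threshold, and genes said to have risen or fallen passed an adjusted one. Gene lists were tested against all other genes with camera at a preset correlation between genes of 0.01, adjusted over the lists. With the correlation estimated from the arrays, 0 of its 20 list calls hold. Of all list members, Slpi and Gpx1 alone passed for antibody against untreated cells when adjusted over all probe sets in this fit. In the same comparison with the experiment as a block, probe sets of Tgfb2, Ccl7 and Enah passed as well.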

The data from three independent experiments were collectively analyzed using the R package "AFFYLMGUI" (http://www.bioconductor.org). Each experiment included RNA samples from MLP29 cells subjected to functional blockade of α_5_β_1 _integrin, HGF stimulation, and untreated control cells. A total of 2671 genes changed their expression level during cell spreading induced by α5β1 functional blockade, whereas only 191 genes changed their transcriptional status after HGF/SF1 stimulation, when a p-value <0.05 was considered significant in the statistical comparisons between treated and control cells. 

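After 24 h of α5β1 blockade, limma called 2674 probe sets of 2034 genes at an unadjusted p under 0.05, where 1131 are expected by chance. At an adjusted p under 0.05, Selenoh, Slpi and Gpx1 rose and Slc39a9 and Slc35e1 fell. Selenoh, a nucleolar selenoprotein, rose by a log2 fold change of 2.03 (SE 0.17, n = 3, adjusted p = 0.0140 from limma) and was higher in 3 of 3 experiments. The zinc transporter Slc39a9 had a log2 fold change of -1.31 (SE 0.14, adjusted p = 0.0430 from limma) and the solute carrier Slc35e1 of -1.09 (SE 0.12, adjusted p = 0.0430), each lower in 3 of 3 experiments, although 2 of the 3 probe sets of Slc39a9 were higher. Among genes that passed the unadjusted threshold and no adjusted one, large increases were found in S100a9, a calcium-binding protein of inflammation, at 3.61 (SE 1.19), Il6, an inflammatory cytokine, at 2.77 (SE 0.86), and Cd68, a lysosomal glycoprotein, with 1.54, 3.30 and 2.95 in the 3 experiments. Kcne3, a potassium channel subunit, was lower, at -2.49 (SE 0.98). With the experiment as a block in the model, 4114 probe sets passed the unadjusted threshold and 24 the adjusted one, the 5 above included. Without the antibody array of experiment 1, the unadjusted and adjusted counts were 4014 and 1088, and without all of experiment 1 the adjusted count was 550. Without any other array or experiment 0 or 1 passed the adjusted threshold from limma, and the unadjusted count was 1607 without the antibody array of experiment 3, 1445 without experiment 2 and 912 without experiment 3.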

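HGF/SF1 stimulation gave 192 probe sets of 167 genes at an unadjusted p under 0.05, 113 higher and 79 lower, which is 0.849% of the probe sets, where 1131 are expected by chance. With the fit limited to probe sets above the median brightness, 14 passed. By the brightest probe set of each gene, increases were found in Usp17la, a deubiquitinase, at 0.90 (SE 0.29), Mllt11 at 0.73 (SE 0.30), Hilpda, a lipid droplet protein induced by hypoxia, at 0.60 (SE 0.26), and the phospholipase Pla2g6 at 0.52 (SE 0.19). A single called probe set, a dim one, was lower by at least 2-fold, and among genes above the median brightness lower values were found for ND5, a mitochondrially encoded subunit of respiratory complex I, at -0.41 (SE 0.17), Twsg1, a modulator of BMP signaling, at -0.33 (SE 0.12), and the kinesin subunit Kif3b at -0.30 (SE 0.12). Smaller increases past the same threshold were seen in Tor1aip1, Snx10, Dnpep, Ciao1, Homer3 and Tmem141, from 0.33 to 0.40, and decreases in Atp11b, at -0.29, and Plek2, at -0.27. The median absolute log2 fold change of the 192 probe sets was 0.31, against 0.59 for those called after α5β1 blockade. At an adjusted p under 0.05, limma called 0 probe sets, with or without the experiment as a block, and with the block 411 passed the unadjusted threshold. The unadjusted count was 123 without experiment 1, 336 without the untreated array of experiment 2, that of experiment 3 or the HGF/SF1 array of experiment 2, and 366 without the HGF/SF1 array of experiment 3.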

Because genes are unequally distributed on chromosomes (gene density), we calculated the ratio between the number of differentially expressed genes per chromosome and the total number of genes mapping to the same chromosome (http://www.ensembl.org/index.html). This analysis showed that de-regulation of genes is evenly distributed throughout the genome. 

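For the chromosomes, a gene counted as called if any of its probe sets passed, not only its brightest. Of 12367 genes on the array with a chromosome in GRCm38.p6, 2033 (16.4%) passed an unadjusted p under 0.05 from limma after α5β1 blockade. Chromosomes 11 and 5 had the highest shares, each 18.3%, with 191 of 1041 genes on chromosome 11 and 141 of 772 on chromosome 5. Among the other autosomes, shares lay between 14.5% on chromosome 15, with 72 of 495 genes, and 18.0% on chromosome 19, with 80 of 444. The X chromosome had the lowest share of those with more than 8 genes, 11.2% (45 of 402 genes, 95% exact confidence interval 8.28 to 14.7%), and 0 of 8 genes on the Y chromosome passed. The share on X differed from the rest at p = 0.00320 by Fisher's exact test, two-sided, and at 0.0672 after adjustment over the chromosomes. Over all chromosomes, the chi-square was 23.1, and p was 0.283 from 100000 permutations of the calls over genes, which treat genes as independent. For the 798 genes called higher, the permutation p was 0.139, and for the 1267 called lower it was 0.0113. Genes with probe sets called in both directions enter both of these counts. For all called genes, the permutation p was 0.00565 with the experiment as a block and 0.0386 with the experiment as a random block, 0.00614 without experiment 1 and 0.0194 without its HGF/SF1 array.

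**Figure D1:**
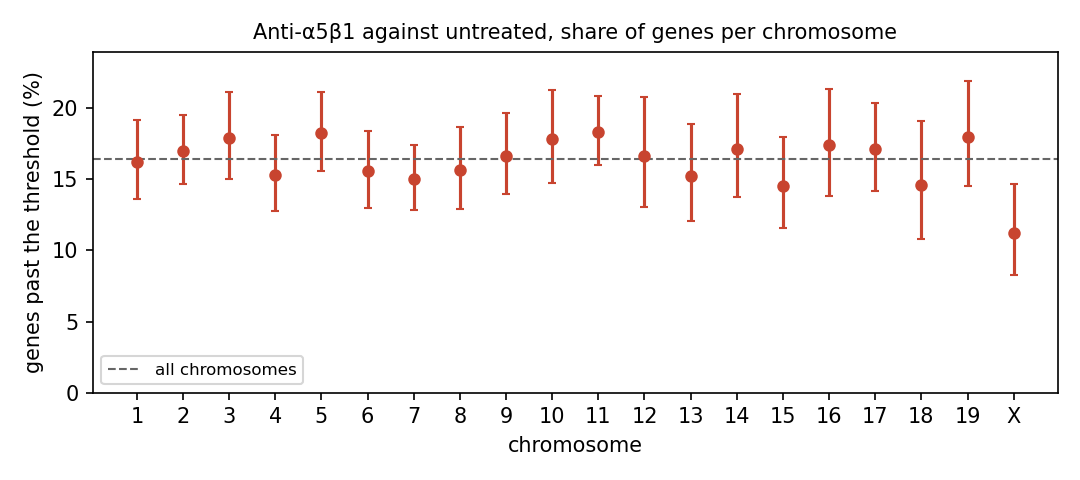
Percent of the measured genes of each chromosome with any probe set past an unadjusted p under 0.05 after α5β1 blockade, with 95% exact confidence intervals. The dashed line is the share over all chromosomes, 16.4%, and chromosome Y, with 8 genes, is not drawn.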

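Among the probe sets past the unadjusted threshold after α5β1 blockade, 1025 were higher and 1649 lower than in untreated cells, which is 38.3% higher (95% exact confidence interval 36.5 to 40.2%). At a change of at least 2-fold, 160 were higher and 228 lower. Large increases past the unadjusted threshold and no adjusted one were found in Pim1, a serine/threonine kinase, at 2.78 (SE 0.71), Fosl2, a subunit of AP-1, at 2.68 (SE 0.88), Ptgs2, the inducible prostaglandin synthase, at 2.37 (SE 0.73), and Dbp, a circadian transcription factor, at 2.17 (SE 0.60). Large decreases past the unadjusted threshold and no adjusted one in this fit were found in Mlph, a linker of melanosomes to myosin, at -2.14 (SE 0.48), Angptl4, an inhibitor of lipoprotein lipase, at -2.13 (SE 0.66), Lcmt2 at -2.07 (SE 0.47), Fbxo9, a subunit of ubiquitin ligases, at -2.01 (SE 0.53), and Txnip, the thioredoxin-interacting protein, at -1.99 (SE 0.81), which fell with the experiment as a block (adjusted p = 0.0303). The second probe set of Mlph was higher. With arrays centred on their medians, 50.1% of the called probe sets were higher, and the median log2 fold change of all probe sets moved to 0.06. Of the 5 probe sets past an adjusted p under 0.05 in limma, 3 were higher. At an unadjusted p under 0.0005, 16 were higher and 52 lower, or 23.5% higher. With the experiment as a block, 75 were higher and 89 lower at that threshold (45.7% higher). In the same fit, 13 of the 24 past an adjusted p under 0.05 were higher (54.2%). With the experiment as a random block, these shares were 29.4% and 24.4%.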

Gene ontology (GO) enrichment analysis demonstrated that during cell migration induced by α_5_β_1 _functional blockade, more genes were up-regulated than down-regulated. Most of the up-regulated genes were within the Biological Processes (BP) and Cellular Components (CC) categories (Table 1; Additional File 5). 

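The 7 up-regulated genes of Table 2 were each higher after α5β1 blockade in 3 of 3 experiments. Tgfb2, a secreted ligand of the TGF-β pathway, rose by 1.61 (SE 0.43) on the log2 scale, with 1.33, 0.93 and 2.58 in the 3 experiments, and its 3 probe sets were all higher. Hif1a, the oxygen-regulated subunit of HIF-1, rose by 1.02 (SE 0.25), with 0.52, 0.93 and 1.60, and its 4 probe sets were all higher. Slpi, a secreted protease inhibitor, rose by 1.63 (SE 0.12) with an adjusted p of 0.0140 from limma, and Gpx1, a glutathione peroxidase, by 1.38 (SE 0.13) with an adjusted p of 0.0366. Vnn3, a pantetheinase, rose by 1.09 (SE 0.19), Bnc1, a zinc finger protein of epithelia, by 1.05 (SE 0.19), and Maff, a small Maf factor, by 1.03 (SE 0.26). All 7 passed when adjusted over the list alone and 2, Slpi and Gpx1, when adjusted over all probe sets, but the study chose the list on these arrays, so it is not independent evidence of direction. After HGF/SF1, limma called 0 of the 7 at an unadjusted p under 0.05, with 0.03 for Tgfb2 and 0.05 for Hif1a. Of 34 measured hypoxia and HIF-1 target genes, 7 were higher after the blockade and 0 lower, among them Hif1a itself, Bhlhe40 at 1.27 (SE 0.37), Pfkfb3 at 1.52 (SE 0.56) and Ddit4 at 2.09 (SE 0.77). Of these, limma called 0 when adjusted over the list alone, 2 with the experiment as a block, and the list missed the threshold (camera adjusted p = 0.111). That list passed without experiment 2 (0.0496) and without the untreated arrays of experiments 2 (0.0231) or 3 (0.0323) or the antibody array of experiment 1 (0.0189). Of 34 TGF-β pathway and target genes, 3 were higher and 2 lower, 0 when adjusted over the list alone in limma (4 higher and 2 lower with the block). Ccn1, a matricellular protein, had a log2 fold change of 1.61 (SE 0.43) and Inhba, an activin subunit, of 1.44 (SE 0.50), while the receptor Tgfbr1 was lower at -0.67 (SE 0.20) (list, camera adjusted p = 0.389).

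**Figure D2:**
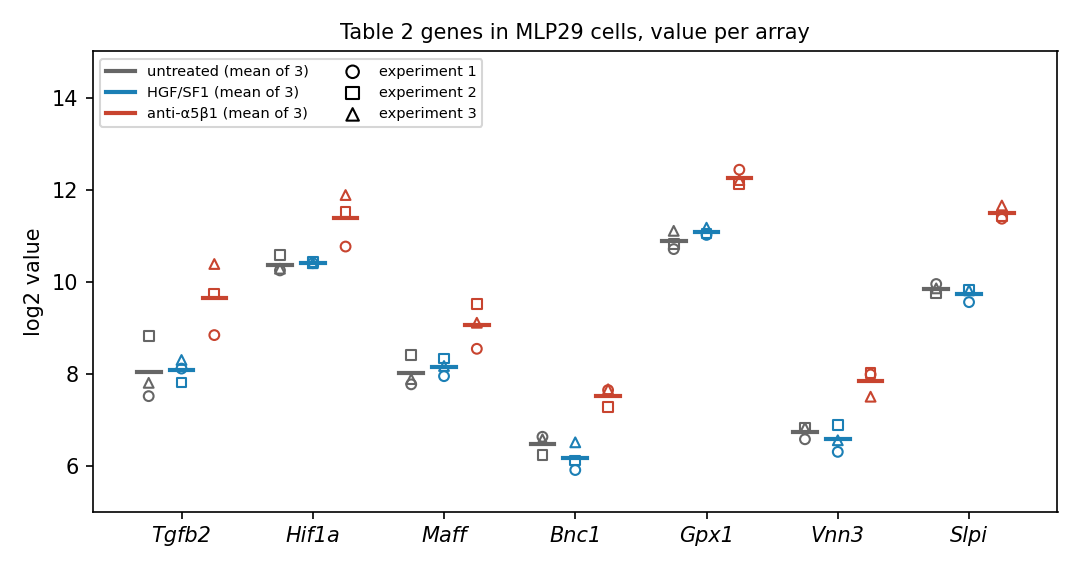
Log2 value on each array of the 7 up-regulated genes of Table 2 in untreated, HGF/SF1-treated and antibody-treated cells, with a marker per experiment and a bar at the mean of 3 arrays. For Tgfb2 the mean is 8.04 ± 0.68 (SD) in untreated and 9.66 ± 0.78 in antibody-treated cells.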

The number of up-regulated genes, found in many categories, can be narrowed down to seven, and up-regulation in the expression of the Transforming Growth Factor-β2 (*Tgfb2*) and Hypoxia-Induced Factor 1 alpha (*Hif1a*) genes appear to be involved in many of the observed cellular responses (Table 2 and Additional file 6). 

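Among the down-regulated genes of Table 2, Dido1, a chromatin-binding protein that reads methylated histone H3, fell by 2.10 on the log2 scale (SE 0.39, n = 3) after α5β1 blockade, with -0.96, -2.54 and -2.79 in the 3 experiments. Ncoa5, a nuclear receptor coactivator, had -1.17 (SE 0.19), the glycosyltransferase Mgat2 -1.18 (SE 0.25), and Lman2, a lectin of the secretory pathway, -1.09 (SE 0.34). Sfpq, a splicing and paraspeckle protein, had -0.61 (SE 0.30) and did not pass the unadjusted threshold by its brightest probe set, although all 5 of its probe sets were lower and 2 passed. Nmt1, an N-myristoyltransferase, had 0.25 (SE 0.15) and Ide, a protease that degrades insulin, -0.06 (SE 0.15), and each has a dimmer probe set that was lower past the threshold. Sap18 and Traf3 have no probe set that names them alone and were not measured by name. In limma, 4 of the 7 measured genes passed when adjusted over the list alone (5 with the experiment as a block, Sfpq added) and 0 when adjusted over all probe sets. The study chose the list on these arrays, so its direction is not independent evidence. After HGF/SF1, limma called 0 of the 7 at an unadjusted p under 0.05. Of 59 measured splicing and paraspeckle factors, 5 were higher and 11 lower after the blockade. When adjusted over the list alone, Sf3b3, a subunit of the U2 particle, fell by 1.05, Srsf6 fell by 0.95 and Bclaf1 fell by 1.41, while Srsf4 rose by 0.49 and Srrm1 by 0.37, with 1 of 4 probe sets of Srrm1 lower (list, camera adjusted p = 0.349). Of 48 heterochromatin and histone H3K9 factors, 4 were higher and 1 lower, 0 when adjusted over the list alone in limma. Mbd1, which binds methylated DNA, had -0.70 (SE 0.23) and the acetyltransferase Kat7 0.32 (SE 0.11) (list median -0.01, mean 0.04, camera direction up, adjusted p = 0.389), with probe sets in both directions for each.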

Down-regulations occurred more frequently within the Molecular Function (MF) compartment, specifically genes involved in the regulation of chromatin stability, such as *Sfpq*, *Dido1* and *Sap18* (Additional file 7).

**Table 1:** Most significant up-regulations in MLP29 cells upon α_5_β_1 _integrin functional blockade

Biological Processes (BP)				
**GO description**	**Main Category**	**# array**	**#DEGs**	**P(GO)**

Cell growth	P	10	3	1,15E-05
Aromatic compound metabolic process	P	40	4	2,71E-05
Response to external stimulus	P	206	7	2,80E-05
Regulation of biological process	P	2644	25	6,66E-05
Growth	P	53	4	8,00E-05
Response to stress	P	435	9	9,32E-05
Cell proliferation	P	147	5	0,000407675
Biosynthetic process	P	320	7	0,000415342
**Cellular Components (CC)**				
**GO description**	**Main category**	**# array**	**#DEGs**	**P(GO)**
Extracellular region	C	263	8	1,62E-05
Extracellular space	C	1083	13	0,00059

**Table 2:** Most significantly up-regulated genes (p < 0.0005) in MLP29 cells upon α_5_β_1 _integrin functional blockade

Genes	Main category	GO-description
Tgfb2+	Cell growth	BP
Tgfb2+	Aromatic compound metabolic process	BP
Tgfb2+	Response to external stimulus	BP
Sfpq- Dido1- Ncoa5- Sap18- Traf3- Hif1a+ Maff+ Bnc1+ Tgfb2+ Gpx1+	Regulation of biological processes	BP
Tgfb2+	Growth	BP
Sfpq- Hif1a+ Tgfb2+ Gpx1+	Response to stress	BP
Tgfb2+	Cell proliferation	BP
Mgat2- Ncoa5- Nmt1- Hif1a+ Tgfb2+	Biosynthetic process	BP
Tgfb2+	Extracellular region	CC
Ide- Lman2- Vnn3+ Tgfb2+ Slpi+	Extracellular space	CC

Next we assessed the transcriptional response of gene sets involved in cell adhesion and migration. The results are presented in Figure 4 as color-encoded plots in which a p-value close to 1 indicates statistically significant higher mRNA levels of all genes included in the set, and a p-value close to 0 indicates significantly lower levels. 

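Of 46 measured genes of cell-matrix adhesion, 8 were higher and 2 lower after α5β1 blockade, and after HGF/SF1 0 were higher or lower in limma at an unadjusted p under 0.05. Lims1, an adaptor of the integrin-linked kinase complex, rose by 0.60 (SE 0.11) on the log2 scale when adjusted over the list alone (n = 3), in 3 of 3 experiments (5 genes rose and 1 fell with the experiment as a block). Lpp, a focal adhesion protein, was higher at 0.88 (SE 0.28), and Arhgef7, an exchange factor at focal adhesions, lower at -0.52 (SE 0.13). The list as a whole rose by a median of 0.12 (camera adjusted p = 0.0450, adjusted p = 0.671 with an estimated correlation), and its mean was higher in 3 of 3 experiments. After HGF/SF1 its adjusted p was 0.269 with direction down, and the direct comparison of the treatments gave 0.00673, higher after the blockade by a median of 0.16 and in 3 of 3 experiments (adjusted p = 0.380 with an estimated correlation). Of 21 integrin subunits, Itgav at 0.68 (SE 0.23), Itga2 at 0.88 (SE 0.33) and the leukocyte subunit Itgb2 at 1.44 (SE 0.56) were higher and the laminin receptor subunit Itgb4 was lower at -0.91 (SE 0.26), with 0 called when adjusted over the list alone in limma and a list adjusted p of 0.127. Of 56 genes of extracellular matrix and proteases, 3 were higher and 0 lower, and when adjusted over the list alone the metalloprotease Adam8 rose by 1.71 (SE 0.32) and the collagen Col5a1 by 1.11 (SE 0.25) (1 gene with the block, and camera adjusted p = 0.127). Of 48 genes of cell-cell adhesion, 4 were lower and 0 higher, 0 when adjusted over the list alone in limma, and the list did not pass (camera adjusted p = 0.981). These were the tight junction genes Cldn2 at -2.38 (SE 1.02) and Tjp3 at -0.75 (SE 0.31), the gap junction gene Gjb2 at -0.31 (SE 0.12), and Nectin2 at -1.05 (SE 0.42), whose second probe set was higher. Of all 84 choices of 3 of the 9 arrays, which ignore the experiments, 2 gave a level of cell-matrix adhesion genes as high as in the antibody-treated cells (one-sided exact permutation p = 0.0238) and 3 a level of integrin subunits as high (p = 0.0357). The cell-matrix call was lost without experiment 1 (0.205) or 2 (0.0727), the untreated (0.209), HGF/SF1 (0.0511) or antibody array (0.0847) of experiment 1, the antibody array of experiment 2 (0.168), and with quantile normalization (0.0589), median centring (0.0855) or without the probe sets under the lower quartile of brightness (0.0596), and its direct comparison without experiment 1 (0.0663). Calls were gained for integrin subunits without the untreated array of experiment 2 (0.0451) or the antibody array of experiment 3 (0.0387), and for matrix genes without experiment 3 (0.0284) or the untreated array of experiment 2 (0.0451).

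**Figure D3:**
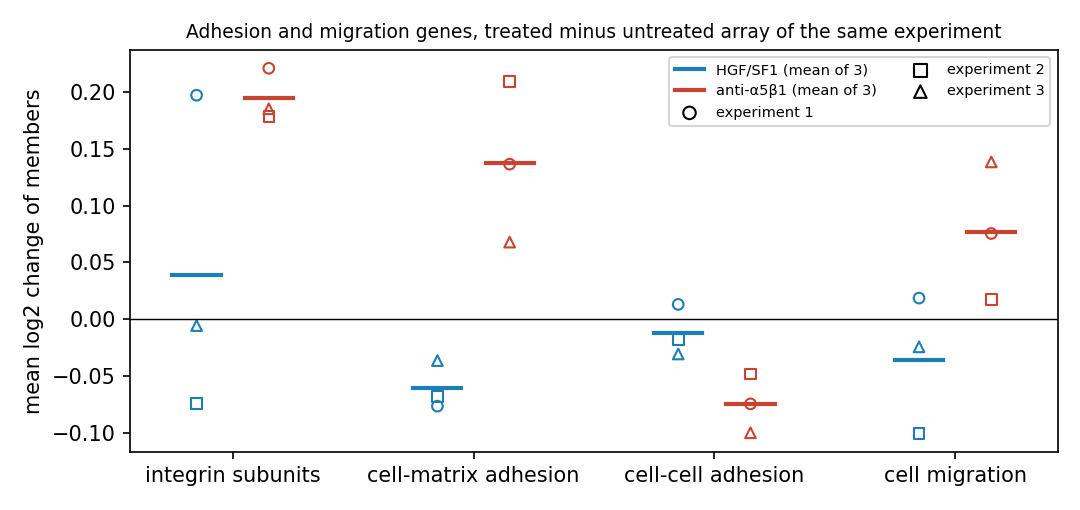
Mean log2 change against untreated cells of the members of the integrin, cell-matrix adhesion, cell-cell adhesion and cell migration lists in each of 3 experiments, after HGF/SF1 and after α5β1 blockade. For cell-matrix adhesion the means are 0.14, 0.21 and 0.07 after the blockade and -0.08, -0.07 and -0.04 after HGF/SF1.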

The functional blockade of α_5_β_1 _induced up-regulation of several sets of genes involved in cell adhesion, whereas the response to HGF/SF1 stimulation was less pronounced, similar to untreated cells (Figure 4A). The gene sets involved in cell migration exhibited a pattern of gradual change in expression levels among the three types of samples. As expected, untreated cells exhibited significantly lower expression levels of these genes compared to the other two groups of treated cells, whereas the treatment with HGF/SF1 induced a slight increase, and α_5_β_1 _functional blockade resulted in a more pronounced up-regulation of cell-migration genes (Figure 4B), among them β_1 _and β_3 _integrins. However, before regarding the results obtained for HGF/SF1 as not significant (p-value 0.05 < p < 0.95), it must be recognized that the permutation analyses were done across all samples, including the α5β1 inhibition which displays much stronger regulation of cell migration genes. 

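Of 67 measured genes of cell migration, 9 were higher and 2 lower after α5β1 blockade, and 0 were higher and 2 lower after HGF/SF1, at an unadjusted p under 0.05. Cfl2, an actin-severing cofilin, was higher at 0.48 (SE 0.14) (n = 3), and Msn, which links actin to the membrane, at 0.31 (SE 0.10). Arpc5, a subunit of the Arp2/3 complex, was lower at -0.55 (SE 0.14). After HGF/SF1, the lower genes were Hgf itself at -0.28 (SE 0.09), with its second probe set higher, and Was, an activator of Arp2/3, at -0.30 (SE 0.12). In limma, 0 of these passed when adjusted over the list alone in either comparison. Itgb1 had a log2 fold change of 0.05 (SE 0.17) after the blockade, with 0.14, -0.15 and 0.16 in the 3 experiments, and Itgb3 of -0.27 (SE 0.39), with -0.13, -0.28 and -0.40, and neither passed the unadjusted threshold. The list had a median of 0.04 after the blockade (camera adjusted p = 0.182, direction up) and was on the lower side after HGF/SF1 (adjusted p = 0.262). The direct comparison of the treatments gave an adjusted p of 0.0237, higher after the blockade by a median of 0.13 (adjusted p = 0.380 with an estimated correlation), and the list mean was higher in 3 of 3 experiments. Against all 84 choices of 3 arrays, which ignore the experiments, the one-sided exact permutation p was 0.0238 for higher values in antibody-treated cells, 0.0357 for lower values in HGF/SF1-treated cells and 0.464 for lower values in untreated cells. The direct call was lost without experiment 3 (0.0581) or the HGF/SF1 array of experiment 1 (0.0535), and among probe sets above the median brightness (0.0519). Calls were gained for the blockade without experiment 2 (0.0496) or its untreated array (0.0264), and for lower values after HGF/SF1 without experiment 1 (0.0251) or its untreated array (0.0168). From its own permutations of gene sets across the 3 sample classes (Fig. 4B), the paper states that migration genes rose in steps from untreated over HGF/SF1-treated to antibody-treated cells, and reasons that the HGF/SF1 result should be read against the stronger regulation in the blocked cells that shared the permutations.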

Most important, these results clearly demonstrate that α5β1 functional blockade triggers invasive-like cell migration.

**Figure 4:**
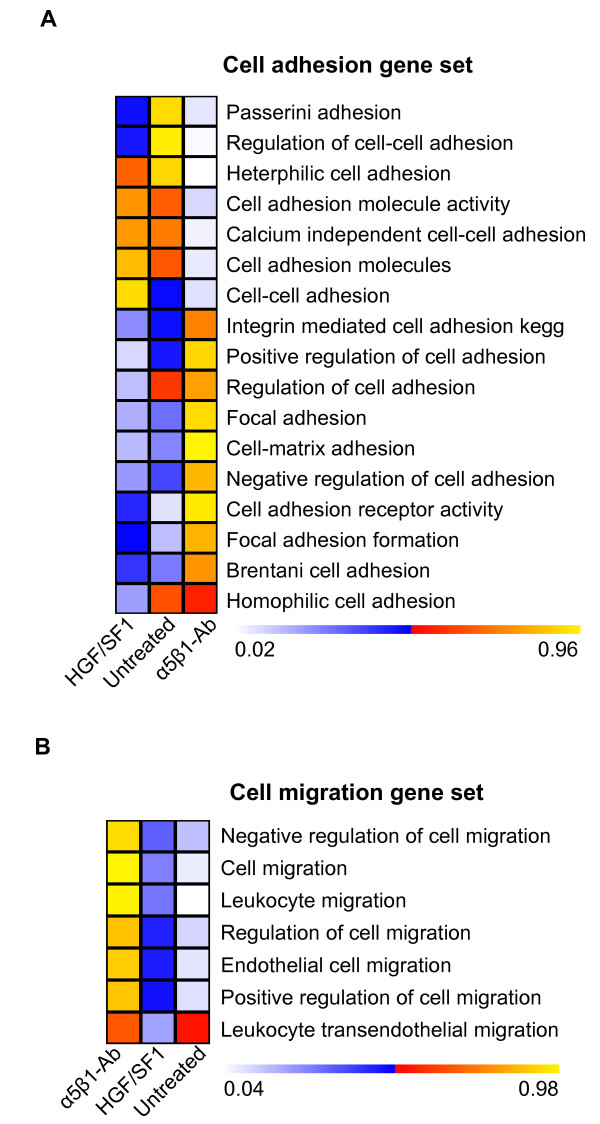
**Gene expression profiling of MLP29 hepatic progenitor cells after α_5_β_1 _integrin blockade and HGF/SF stimulation**. (A) (B) Plots showing the changes in the expression of gene sets involved in cell adhesion and migration, respectively. Data from three independent experiments were pooled and subjected to permutation analyses to assess the expression level changes of gene sets obtained from the Molecular Signatures Database. The resulting data are presented as color-encoded plots in which a p-value close to 1 indicates significant up-regulation, and a p-value close to 0 indicates a significant down-regulation.

### Distinct expression profile of chromatin-remodeling and transcription factors

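The array holds 24 probe sets for 12 genes named Smarc, the family of SWI/SNF-related chromatin remodeling factors. After α5β1 blockade, 1 of the 12 passed an unadjusted p under 0.05, the remodeling ATPase Smarcad1, at a log2 fold change of -0.59 (SE 0.24) (n = 3) and with 1 of its 2 probe sets lower. Smarcb1, a core subunit of the complex, had -0.52 (SE 0.24), Smarcd1 -0.54 (SE 0.26), Smarcc1 -0.49 (SE 0.32) and the ATPase Smarca4 0.09 (SE 0.11), none past the threshold, and the probe sets of Smarcb1 differed in direction. After HGF/SF1, limma called 0 of the 12 at an unadjusted p under 0.05. When adjusted over the list alone, limma called 0 in either comparison, and the list did not pass (camera adjusted p = 0.389 after the blockade, direction down, and 0.878 after HGF/SF1). With the experiment as a block, Smarca2 was the gene past the unadjusted threshold, at 0.30 (SE 0.20), with 1 of its 2 probe sets lower, and Smarcad1 was not. Of 24 SWI/SNF complex subunits, Bcl11b, a zinc finger subunit, was higher after the blockade at 0.32 (SE 0.11) and after HGF/SF1 at 0.26 (SE 0.11), 0 passed when adjusted over the list alone in limma, and the list gave an adjusted p of 0.834 from camera with a median of 0.00 and a mean of -0.08. With the experiment as a block, 0 of these 24 subunits, Bcl11b included, passed the unadjusted threshold after HGF/SF1. Of 29 other ATP-dependent remodelers, Mta3, a subunit of the NuRD complex, was higher at 0.54 (SE 0.13) and Mta1, its paralog, at 0.73 (SE 0.31), 0 when adjusted over the list alone in limma, 1 with the block (list median -0.01, mean 0.03, camera direction up, adjusted p = 0.649). Against all 84 choices of 3 of the 9 arrays, which ignore the experiments, the one-sided exact permutation p for lower Smarc levels in antibody-treated cells was 0.0714.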

A total of 32 genes, belonging to the Smarc (SWI/SNF-related, matrix-associated, actin-dependent regulators of chromatin) family of chromatin remodeling factors were represented in the array and the analysis of their expression data revealed that functional blockade of α_5_β_1 _resulted in a larger number of differentially regulated genes than HGF/SF1 stimulation (Figure 5). 

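Of 42 measured general transcription factors and RNA polymerase subunits, 10 were lower and 2 higher after α5β1 blockade, and 6 fell and 1 rose when adjusted over the list alone. Polr2d, a subunit of RNA polymerase II, fell by 0.86 on the log2 scale (SE 0.20, n = 3), the TFIID subunit Taf12 fell by 0.67 (SE 0.16), Tfb2m, a mitochondrial transcription factor, fell by 0.53 (SE 0.14) and the TFIIH kinase Cdk7 fell by 0.68 (SE 0.18). Polr2a, the largest subunit of the polymerase, had -0.60 (SE 0.16) and probe sets in both directions. The list fell by a median of 0.09 (camera adjusted p = 0.0450, adjusted p = 0.770 with an estimated correlation), with means of -0.01, -0.26 and -0.22 in the 3 experiments and 22 of 42 members higher in experiment 1. Of 24 transcription factors and regulators of epithelial-mesenchymal transition, 3 were higher and 2 lower. Esrp2, an epithelial splicing regulator, fell by 1.35 (SE 0.28) when adjusted over the list alone, while the repressors Zeb1 at 0.89 (SE 0.24), with probe sets in both directions, and Snai1 at 0.56 (SE 0.20) were higher. Of 32 hepatic transcription factors, 2 were higher and 4 lower, 0 when adjusted over the list alone in limma, with Xbp1 at -0.42 (SE 0.11), Foxa1 at -0.83 (SE 0.25) and Nr2f1 at -0.58 (SE 0.18) lower and Foxa3 higher at 0.39 (SE 0.13). Of 27 AP-1, ATF and Maf factors, Maff and Fosl2 were higher and Mafk at -0.75 (SE 0.23) and Atf5 at -0.95 (SE 0.36) lower, 0 when adjusted over the list alone in limma. With the experiment as a block, the counts adjusted over the list alone were 3 higher and 2 lower for the transition factors, 1 and 2 for hepatic factors, and 2 and 2 for AP-1, ATF and Maf factors. These 3 lists did not pass (camera adjusted p = 0.815, 0.581 and 0.581). After HGF/SF1, limma called 0 genes of the 4 lists at an unadjusted p under 0.05, and none of the lists passed (adjusted p from 0.656 to 0.972). The call of the general factors was lost with the block (0.0543), quantile normalization (0.0635) or probe sets above the median (0.161) or lower quartile (0.0905) of brightness, without experiment 2 (0.204) or 3 (0.0787), and without the untreated (0.0783) or HGF/SF1 array (0.0511) of experiment 1, the antibody array of experiment 2 (0.169) or the untreated array of experiment 3 (0.0655).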

We also analyzed the expression level of transcription factors, and our results demonstrate drastic changes in the expression level in integrin inhibited cells, whereas stimulation with HGF/SF1 presented a more restricted response (Figure 5). 

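Compared directly, antibody-treated and HGF/SF1-treated cells differed in 2978 probe sets at an unadjusted p under 0.05, 1176 higher and 1802 lower after α5β1 blockade. At an adjusted p under 0.05 from limma, Slpi, at a log2 fold change of 1.75 (SE 0.12) (n = 3), and Selenoh, at 1.88 (SE 0.17), were higher, and Slc39a9, at -1.34 (SE 0.14), Mydgf, a secreted growth factor, and 1 probe set without a single gene name were lower. G2/M genes, which act in mitosis, differed as a group, with 23 of 43 higher after the blockade and 0 lower, by a median of 0.94 (camera adjusted p = 2.5e-17, adjusted p = 0.670 with an estimated correlation) and in 3 of 3 experiments. In limma 0 of them passed when adjusted over the list alone, and 39 with the experiment as a block. Against untreated cells, the mean of the list after HGF/SF1 was -1.07 in experiment 1 and 0.05 and -0.16 in the others. Ckap5, a microtubule polymerase, had a log2 fold change of 1.07 (SE 0.27) and Smc4, a condensin subunit, of 1.30 (SE 0.29) between the treatments. Genes of ER stress and the secretory pathway were lower, 11 of 36, with 0 higher (camera adjusted p = 7.9e-06, adjusted p = 0.670 with an estimated correlation), among them Sec24d, a coat protein of ER export, at -1.09 (SE 0.16). Across all probe sets, the changes against untreated cells after both treatments correlated at r = 0.157, and probe sets are not independent replicates. Because both changes share the untreated arrays, simulated groups without any effect gave r = 0.500. Within experiments 1, 2 and 3, the correlation was 0.191, 0.226 and 0.373. With the experiment as a block, 4490 probe sets passed the unadjusted and 242 the adjusted threshold in the direct comparison. The adjusted count was 632 without experiment 1, 1146 without its antibody array and 0 to 2 without any other array or experiment, and the unadjusted count was 1738 without experiment 2, 1257 without experiment 3 and 1814 without its antibody array. The correlation was 0.0640 without experiment 1, 0.0931 without its HGF/SF1 array, 0.253 without its untreated array, 0.258 without experiment 2, 0.238 without experiment 3, and 0.394 and 0.272 without the untreated arrays of experiments 2 and 3.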

More importantly, the transcriptional responses to these two treatments are clearly distinct, indicating that the genomic effects exerted by the disruption of cell-ECM interactions differ from those induced by soluble regulatory factors (HGF/SF1), possibly because cells also apply traction to their integrin receptors, in addition to the integrin ligation-induced signaling.

**Figure 5:**
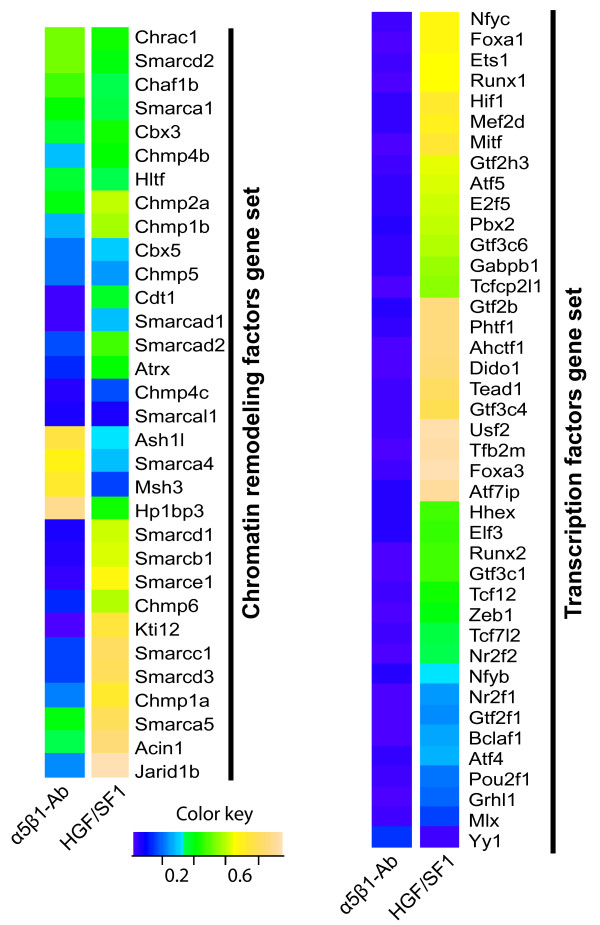
**Changes in the expression level of genes encoding chromatin remodeling and transcription factors in MLP29 cells during migration**. (A) Changes in the expression level of genes encoding chromatin remodeling factors were plotted according to their level of significance as a color-encoded map, in which a p-value close to 1 indicates significant up-regulation, and a p-value close to 0 indicates a significant down-regulation. (B) Changes in the expression level of transcription factors following the treatment with α_5_β_1 _integrin blocking antibody or with HGF/SF1 for 24 hours.

### Cell scattering is associated with nuclear architecture remodeling

To determine whether cell migration involves spatial genome reorganization, we analyzed the distribution of all centromeres by fluorescent in situ hybridization (FISH) using a pan-centromeric DNA probe. By qualitative inspection of microscopic images, we observed that centromeres were distributed throughout the nucleus, but forming the typical aggregates composed by the centromeres of two or more chromosomes (chromocenters) (Figure 6). For quantitative analysis, we determined the volume occupied by these nuclear domains in control, anti-α_5_β_1 _and HGF/SF1-treated MLP29 cells. The mean volume of the chromocenters decreased drastically following α_5_β_1 _functional blockade (~6 μm^3^/chromocenter) or HGF/SF1 stimulation (~4 μm^3^/chromocenter) in comparison to untreated control cells (~8 μm^3^/chromocenter), while the average nuclear volume remained unchanged (~250 μm^3^) (Figures 7A).

**Figure 6:**
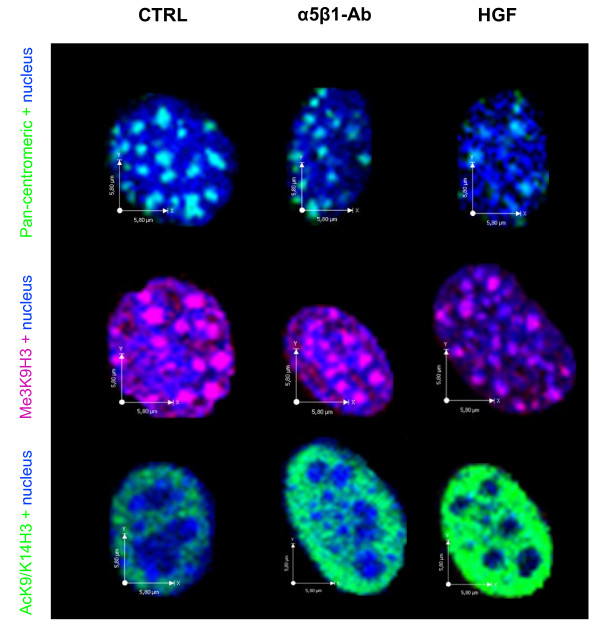
**Change of the nuclear organization of MLP29 hepatic progenitor cells**. Quantitative FISH was performed with a pan-centromeric probe. Computational analysis of the spatial organization of chromocenters showed marked variations in their average volume, whereas the nuclear volume remained unchanged in MLP29 cells following α_5_β_1 _blockade or stimulation with HGF/SF1. 3D computational reconstruction of the image stacks and quantitative analysis showed that the average fluorescence intensity of the Me3H3K9 foci remained unaltered. However, the number of foci increased concomitantly with a reduction of their volume after both types of treatments. Immunofluorescent detection of Ac3K9/14 H3, on the other hand, revealed that cell scattering is associated with an increase in the level of acetylation of histone H3 at K9.

**Figure 7:**
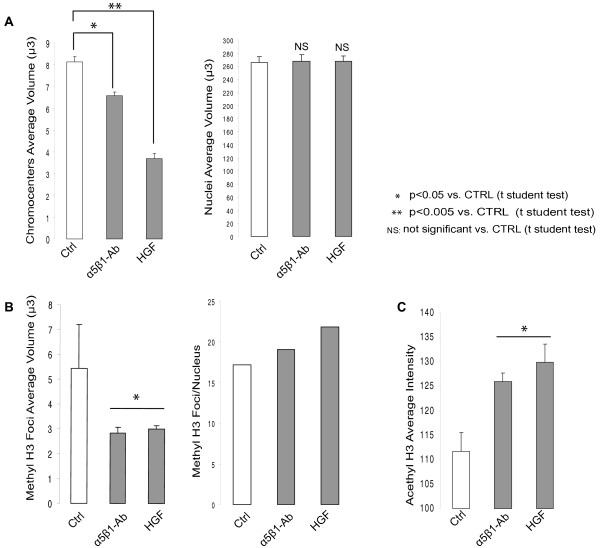
**Change of the nuclear organization of MLP29 hepatic progenitor cells**. (A) Bar graphs summarize the mean (±S.E.) volume of at least 1000 chromocenters analyzed and the average nuclear volume. (B) Bar graphs summarize the number per nuclei and the mean volume (±S.E.) of at least 500 Me3H3K9 foci analyzed. (C) The level of Ac3K9/14H3 expressed as the mean (±S.E.) of the fluorescence intensity of 100 nuclei analyzed for each treatment.

To further explore the nuclear effects of α_5_β_1 _block or HGF/SF1 stimulation we analyzed the pattern of histone H3 trimethylated at lysine 9 (Me3K9H3) and acetylated at lysine 9 and 14 (Ac3K9/K14H3) by immunofluorescence analysis. Mouse cells have the majority of Me3K9H3 localized to prominent clusters of pericentromeric heterochromatin [14] and, consistent with previous reports, microscopic inspection of MLP29 cell preparations revealed that Me3K9H3 localized to chromocenters (Figure 6). However, detailed 3D analysis revealed that α_5_β_1 _functional blockade increased the average number of foci per nucleus, and this was concomitant with a decrease in their volume (Figure 7B). The changes in centromeres and Me3K9H3 foci spatial organization were not related to alterations in the nuclear volume due to technical artifact (mean nucleus volume ~250 μm^3^) or variation of the mean fluorescence intensity.

Since acetylated histone H3 exhibited a homogeneous nuclear distribution (Figure 6), rather than a focal pattern, we analyzed the levels of Ac3K9/K14H3 by flow cytometry and western blot, in addition to immunofluorescence, in order to determine the protein expression level and measure the mean intensity of Ac3K9/K14H3 more accurately. Interestingly, α_5_β_1 _functional blockade or HGF/SF1 stimulation significantly increased the levels of Ac3K9/K14H3 (Figure 7C; Additional files 8 and 9). Altogether, these observations indicate that alterations of the α_5_β_1_-mediated cell-ECM interactions during cell migration influence the overall spatial and functional organization of the nucleus.

### Positioning of genes encoding integrins during cell scattering

Taking into account that α_5_β_1 _functional blockade and HGF/SF1 stimulation resulted in up-regulation of the genes encoding the integrin β_1 _and β_3 _sub-units; we asked whether these genes undergo repositioning. To this end, we analyzed the nuclear radial position of each gene independently by interphase 3D DNA-FISH and the results from 50-70 nuclei per experiment were plotted on cumulative distribution graphs. 

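On the arrays, Itgb1, which encodes the integrin β1 subunit, had a log2 value of 9.85 ± 0.29 in untreated, 9.74 ± 0.19 in HGF/SF1-treated and 9.90 ± 0.12 in antibody-treated cells (SD, n = 3). Its change after HGF/SF1 was -0.10 (SE 0.17), with 0.01, -0.23 and -0.09 in the 3 experiments. Of its 6 probe sets, 5 were lower after HGF/SF1 and 1 after α5β1 blockade, and in limma 0 passed an unadjusted p under 0.05 in either comparison. Itgb3, which encodes the β3 subunit, had log2 values of 5.88 ± 0.58, 5.63 ± 0.30 and 5.61 ± 0.71 in the same order and a single probe set. Its change after HGF/SF1 was -0.25 (SE 0.39), with -0.62, -0.19 and 0.05 in the 3 experiments, and after the blockade -0.27 (SE 0.39), with -0.13, -0.28 and -0.40. Itga5, which encodes the α5 subunit that pairs with β1, differed by less than its error, at 0.15 (SE 0.34) after the blockade and -0.10 (SE 0.34) after HGF/SF1. The arrays are from 24 h of treatment, and by their brightest probe sets neither Itgb1 nor Itgb3 passed the unadjusted threshold in either comparison, with or without the experiment as a block. They measure RNA and do not test the protein levels that the paper reports from immunofluorescence.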

The preferential radial position of *Itgb1 *and *Itgb3 *was between 80% and 100% of the relative radius in control cells. Pair-wise comparisons by Kolmogorov-Smirnov statistical tests, demonstrated that these genes did not change their position upon α_5_β_1 _functional blockade or HGF/SF1 stimulation (p > 0, 05) (Figures 8A and 8B). Considering the increase in the expression of β_1 _and β_3 _integrins associated with cell scattering, these results suggest that the *Itgb1 *or *Itgb3 *radial positions do not depend on gene activity.

**Figure 8:**
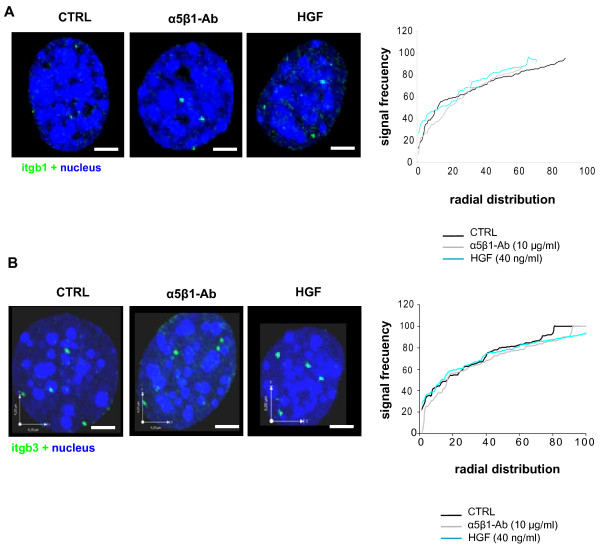
**Radial position of integrin genes during migration of MLP29 cells**. Three-dimensional FISH analysis was performed with BAC clones for the *Itgb1 *or *Itgb3 *loci and the position of fluorescent signals was determined using computational programs for image analysis. Left panels, 3D reconstruction of MLP29 cell nuclei subjected to FISH analysis with a probe for the *Itgb1 *and *Itgb3 *genes. Right panel, absolute radial position of these genes in control and treated cells. Scale bar = 3 μm.

## Discussion

Invasive cell growth occurs not only during malignancy, but also takes place under physiological conditions during embryonic development and organ formation. In the present work, we demonstrate that functional blocking of α_5_β_1 _integrin induces cell dissociation and motility, and that this program involves changes in the structural and functional organization of the genome. Cell scattering induced by functional blockade of α_5_β_1 _integrin was statistically demonstrated by the wound healing assay, but the transwell assays did not show invasive capacity. Gerlitz et al. have reported that overexpression of the C-terminal domain of the histone H1E accelerated cell migration in the wound healing assays, but inhibited cell migration as measured by the transwell assay [15]. Likewise, our results for this test are contrasting, and this may be due to the fact that the experimental procedure includes the pre-treatment of the cells with the α_5_β_1 _functional blocking antibody, which may inhibit their adhesion to components of the transwell membrane and consequently cells can not invade. Alternatively, different migration mechanisms may be used in these two assays: In the wound healing assay, the cells use mesenchymal-like polarized motility and the transwell assay implies amoeboid-like movements [15]. Cell migration was accompanied by the activation of ERKs 1/2 and p38 MAPKs cell signaling pathways and a drastic increase in metabolic status. ERK 1/2 and p38 MAPKs phosphorylation occurs during migration of different cell types in response to various growth factors such as VEGF, EGF and TGF-β, and to components of the ECM [16]. Functional blockade of α_5_β_1 _in MLP29 cells, on the other hand, was able to up-regulate the expression of the hepatic stem/progenitor cell markers EpCAM, AFP and CK19, all shown to be associated with migration of epithelial and embryonic stem cells in vitro [17]. Furthermore, EpCAM participates in intercellular and cell-ECM interactions, and is expressed during liver regeneration [18].

Gene expression profiles documented here strongly support the notion that α_5_β_1 _integrin-mediated cell migration was associated with a larger number of differentially regulated genes than the process induced by HGF/SF1. Moreover, the number of up-regulated genes was higher than the number of down-regulated genes. These data fit very well with the results obtained from human fibroblasts which exhibited extensive down-regulation of genes when seeded onto low adhesion surfaces, which reduced cell scattering [19]. Following functional blockade of α_5_β_1 _integrin or stimulation with HGF/SF1, the most significantly up-regulated genes fell into the GO categories concerning response to external stimuli, biosynthesis and cell growth, and in particular genes involved in cell adhesion and migration. We also detected drastic changes in the expression of several members of the SWI/SNF family of chromatin remodeling complex. This consist of approximately ten ATP-dependent components and are thought to regulate genome function by altering the structure of chromatin [20].

One key question in cell biology is how cells reorganize their genome in response to mechanical conditioning. We detected that migration of MLP29 cells involved morphological changes, cytoskeleton reorganization, and nuclear architecture remodeling. The FISH analyses for the β_1_- and β_3_-integrin subunits revealed that the radial position of these genes within the interphase nucleus did not change. Meaburn and Misteli analyzed the radial distribution of four genes related to cell survival, mobility and migration, namely *AKT1*, *VEGF*, *ERBB2*, and *FGFR1 *in a cell-model of breast cancer. They found that, except for *VEGF*, the other loci underwent repositioning during tumorigenic differentiation [10]. However, it has also been shown that positional changes of chromosome territories only occur transiently at the beginning of the G1 phase, and then arrangements are stably maintained from mid G1 to early prophase during cell cycle [21], Our results are in agreement with this, and are supported by the flow cytometric analysis of DNA content which showed that MLP29 cells did not progress through the G1 phase of the cell cycle after α_5_β_1 _functional blockade. Furthermore, Harnicarova and collaborators have reported that nuclear arrangement of the *c-Myc *gene and its transcripts was conserved during enterocitic differentiation of HT-29 cells [22]. In contrast to this conserved spatial positioning of β_1_- and β_3_-integrin gene loci, FISH analysis with a pan-centromeric probe revealed that the average number of chromocenters per nucleus increased, while their mean volume decreased following α_5_β_1 _functional blockade and HGF/SF1 stimulation, indicating that the spatial distribution of individual centromeres changes in response to the forces generated during cell migration. In close agreement with these results, a study on the position of centromeres of human chromosomes 3, 11 and 16 showed that the distance between centromeres decreases when fibroblasts are seeded onto matrices resembling 3D structures, compared to flat 2D surfaces, which generate different tensile forces and activate distinct signaling cascades [19]. We also found that during MLP29 cell migration, the volume of Me3K9H3 foci decreased concomitantly with an increase in their average number. These findings, although expected because Me3K9H3 localizes preferentially to pericentromeric heterochromatin, corroborate the data obtained by FISH with pan-centromeric probes demonstrating chromocenter disaggregation during cell scattering. It has been shown that progressive chromocenter clustering occurs during cell differentiation and that this is associated with increasing levels of DNA methylation [23]. Our immunostaining assays with antibodies against Me3K9H3 showed that the nuclear fluorescent intensity level was the same after functional blockade of α_5_β_1_, suggesting that cell migration may occur without changes in the methylation status of histone H3. Most important, these experiments demonstrated that the architectural changes of chromocenters associated with this program are completely opposite to those leading to terminally differentiated or quiescent cells. Thus, it appears that cell scattering involves significant spatial reorganization of the heterochromatic blocks of the genome associated with substantial changes in the expression level of genes encoding for chromatin remodeling factors.

## Conclusion

We provide evidence that the functional blockade of α_5_β_1 _integrin in hepatic progenitor cells induces cell scattering and cytoskeleton reorganization in a manner similar to stimulation with HGF/SF1. This process is accompanied by activation of the MAPK pathway and an increase in the expression levels of the early HCC markers, Ep-CAM, AFP and CK19. Gene expression arrays showed a massive change in the expression of chromatin remodeling and transcription factors. These functional changes of hepatic progenitor cells are associated with conspicuous structural reorganization of the cell nucleus.

## Methods

### Cell Culture and treatments

Mouse hepatic progenitor MLP29 and mouse HCC Hep16 cells were maintained in RPMI 1640 medium supplemented with 10% Fetal Bovine Serum (FBS) at 37°C in a humidified 5% CO_2 _atmosphere. For experiments, after cell plating, the old medium was replaced with fresh medium containing low FBS (0.1%) and the cells were maintained under this serum starvation condition for at least 16 hours. Then the cells were treated with 10 μg/ml of a specific function-blocking anti-α_5_β_1 _integrin antibody (clone BMB5) purchased from Chemicon-Millipore (Temecula, CA, USA) or 20 ng/ml of HGF/SF1. When appropriate, 20 μM of U0126 (ERK inhibitor) was used for 24 hours. Control experiments were carried out by adding equal amounts of DMSO, ethanol or an IgG control Ab.

### Antibodies and reagents

MEK1 and MEK2 specific inhibitor U0126 was purchased from Calbiochem (San Diego, CA), dissolved in DMSO, and stored in the dark as a 10 mM stock solution at -20°C. The components of the ECM, fibronectin (FN) and vitronectin (VN) were purchased from Sigma (St Louis, MO), laminin (LMN) was purchased from Chemicon (Temecula, CA) and collagen type I (COL I) was purchased from BD Biosciences-Europe (Erembodegem, Belgium). hrHGF was purchased from Peprotech (Rocky Hills, NJ). Specific antibodies against β_1 _and β_3 _integrin subunits, CK19, Acetyl histone H3 (Lys9/14), and tri-Methyl histone H3 were purchased from Chemicon-Millipore (Temecula, CA), and E-Cadherin antibody was from R&D systems. Phospho p42/p44 MAPKinase antibody (Thr 202/Tyr204), total MAPKinase; phospho PKB/Akt (Ser 473) and total PKB/Akt antibodies were purchased from Cell Signaling Biotechnologies (Beverly, MA, USA). β-actin, Ep-CAM and AFP antibodies were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Pan-centromeric STAR-FISH™ probe were purchased from Cambio (Cambridge, UK).

### Immunofluorescence

Sub-cellular localization of β_1 _integrins, Ac3K9/k14H3, Me3K9H3 and phospho-ERKs was assessed by immunofluorescence. Briefly, the cells were fixed in 4% paraformaldehyde (w/v) in PBS, rinsed in TBS and then permeabilized in 0.5% TBS-Triton X-100 (T-TBS 0.5%) for 10 minutes at RT. After blocking with 2% BSA in TBS for 10 min at RT, the cells were incubated with the primary antibody for 1 hour at RT. The detection was performed with secondary antibodies conjugated to FITC or Texas Red. To study the actin cytoskeleton and morphological changes, the cells were stained with phalloidin conjugated to Texas-red. After exhaustive washings with cold TBS, the slides were mounted with Vectashield containing DAPI (Vector Laboratories, CA, USA). Images were acquired with an Olympus BX61 epifluorescence microscope or a Leica DMIRE-2 confocal microscope.

### Flow cytometric evaluation of RGD-binding integrins

MLP29 hepatic progenitor and Hep16 HCC cells were seeded and allowed to attach for 24 hours. Cells were then harvested by scraping, subsequently counted, and then incubated with antibodies against the α_5_β_1 _heterodimer and β_1 _integrin subunit (3 μg/500 × 10^3 ^cells/100 μl) for 1 hour at 4°C. After that, cells were washed twice with cold PBS containing 1% FBS, and incubated with a CY2-conjugated secondary antibody for 30 minutes at 4°C. Cells were then analyzed in a FACScanto II flow cytometer (Becton Dickinson). FACS Diva software (Becton Dickinson) was used for data acquisition and analysis.

### Flow cytometric analysis of Ac3K9/K14H3 and DNA content

MLP29 hepatic progenitor cells were treated with the α_5_β_1 _blocking antibody or HGF/SF1 for 6 hours, and then the cells were harvested. For Ac3K9/K14H3 detection, cells were fixed in 1% paraformaldehyde for 15 minutes and stored in 70% ethanol at -20°C. After fixation, cells were permeabilized with PBS-0.25% Triton X-100 for 10 minutes, washed with cold PBS-1% FBS and incubated with an anti-Ac3K9/K14H3 antibody for 2 hours at room temperature. Then, the samples were washed twice and incubated with a FITC-conjugated secondary antibody. For DNA staining, the cells were washed again and treated with RNAse A (0.2 mg/ml) in PBS at 37°C for 20 minutes. Propidium Iodide (20 μg/ml) was added to the cell suspension, and incubated 30 minutes at RT protected from light. FACSDiva software (Becton Dickinson) was used for data acquisition and analysis.

### Cell adhesion studies

Cell adhesion was assessed by the MTT assay using the CellTiter 96^® ^Non-Radioactive Cell Proliferation assay (Promega Corporation, WI). Briefly, MLP29 and Hep16 cells were seeded at 50 × 10^3 ^cells/well in 96-well plates coated with FN (10 μg/ml), VN (1 μg/ml), LMN (10 μg/ml), COL I (0.05 mg/ml) and BSA (0.2 mg/ml) as a control, and allowed to attach for 1 hour. After extensive washings, the medium was aspirated carefully and the dye solution added. After 3-5 hours of incubation, the reaction was stopped with the "Solubilization/Stop" buffer provided with the kit. Following overnight incubation at 37°C, absorbance at 570 nm was determined with a SpectraMax M2 plate reader (Molecular Devices, Sunnyvale, CA, USA).

### Cell migration and cell invasion assays

To study cell migration we performed the wound healing assay. MLP29 and Hep16 cells were plated seeded on six wells plastic tissue culture dishes and grown to confluence. Then, the cell monolayer was scratched with a p200 pipette tip, washed twice, and incubated in growth medium with 0.1% FBS containing 10 μg/ml of α_5_β_1 _functional-blocking antibody or 40 ng/ml of HGF/SF1 for 20 hours. Microscope images were taken from at least three fields for each experiment. The distance covered by the migrating cells was calculated as the mean of six different measurements along the scratch using the Gimp 2.0 image software.

To assess cell invasion, we used the QCM™ 24 wells Cell Invasion Assay from Chemicon-Millipore (Temecula, CA, USA) according to manufacturer's instructions. Briefly, 500 × 10^3 ^MLP29 or Hep16 serum starved cells were loaded into an insert containing an eight μm pore size and polycarbonate membrane coated with ECMatrix™ in the presence of α_5_β_1 _functional-blocking antibody or HGF/SF1 at the concentrations stated above and incubated for 48 and 72 hours. Invaded cells at the bottom of the membrane were detached, lysed and detected by the CyQUANT™ GR Dye in a SpectraMax M2 plate reader (Molecular Devices, Sunnyvale, CA, USA).

### Immunoblotting analysis of ERK1/ERK2 MAPK, p-ERK1-ERK2 MAPK, AKT, pAKT, integrin sub-units and histone acetylation

Cells were cultured in a serum free medium for 16-18 hours and then stimulated with HGF/SF1 or treated with α_5_β_1 _functional-blocking antibodies for up to 24 hours. After treatment, cells were harvested, washed twice in PBS, and lysed with the Cell Lysis Buffer (Cell Signaling Biotechnologies) and 1 mM phenylmethylsulfonylfluoride for 30 minutes on ice. The lysates were then cleared by centrifugation (14000 rpm for 15 minutes at 4°C). Protein concentration was determined using the Pierce protein assay kit (Rockford, IL, USA). For analysis of ERK1/2 MAPKs and Akt, equal amounts of protein (20 μg) were resuspended in 5× Laemli buffer (10 minutes at 100°C), resolved by electrophoresis on a 10% SDS-PAGE, and transferred onto nitrocellulose membranes (Amersham Biosciences). For analysis of histone H3 acetylation, 50 μg of protein was resolved on a 15% SDS-PAGE and transferred onto a nitrocellulose membrane. The membranes were then blocked with TBS-T (25 mM Tris-HCl, 150 mM NaCl (pH 7.5), and 0.05% Tween 20) containing 5% (w/v) non-fat dry milk and incubated overnight at 4°C with specific antibodies. After incubation, the membranes were washed in TBS-T, and HRP-conjugated anti-rabbit, anti-mouse or anti-goat antibodies were added for 1 hour as secondary antibodies. Immunodetection was performed using the Western Lighting chemiluminescence reagent from Perkin Elmer (Boston, MA, USA).

### Fluorescent in Situ Hybridization (FISH)

Cells were fixed following protocols designed for the preservation of the three dimensional structure of the nuclei. For centromere analysis, the cells were fixed in 4% paraformaldehyde in PBS 0.3× (w/v) for 10 minutes and then permeabilized in PBS/Triton X-100 0.5% for 20 minutes at RT and transferred to 20% Glycerol/PBS. After 1 hour, the cells were further permeabilized by freezing and thawing cycles in liquid nitrogen. The probe was dissolved in 50%formamide/20% dextran-sulfate, denatured and incubated along with the denatured cell-targets in a humid chamber at 37°C overnight. For locus-specific 3D FISH, the fixation of the cells was performed according to the protocol described previously [8], with slight modifications. Briefly, the coverslips were fixed for 10 minutes in 4% paraformaldehyde in PBS (w/v). After permeabilization in 0.5% saponin (w/v) PBS/Triton X-100 0.5% (v/v) for 30 minutes, the slides were washed in PBS for 2 minutes at RT and treated with 0.1 N HCl for 20 minutes. Next, the cells were washed with PBS and 2 × SSC for 2 minutes, treated with RNAse A, transferred to 2 × SSC/50% formamide 0.1% NaAz and stored at 4°C. We used probes prepared with the BAC clones RP23-303A11 y RP23-343N12 specific for the *Itgb1 *or the *Itgb3 *genes, respectively. The probes were labeled by nick translation with dUTP conjugated with biotin (Roche) or digoxigenin (Roche). Before hybridization, the probes were pre-denatured at 80°C for 5 minutes, then denatured along with the target DNA at 75°C for 5 minutes and incubated at 37°C for 72 hours in a humified chamber. For the post-hybridization washings, the coverslips were immersed in 50% formamide/2 × SSC, 1 × SSC, and 4 × SSC/tween-20 0.1% (v/v) (4T) each for 5 minutes at 47°C. Following one more wash with 4T at RT, the coverslips were blocked with 3% BSA in 4T (wt/v), washed in 4T at RT for 5 minutes and incubated for 1 h with antibodies against biotin or digoxigenin in blocking solution. Then the coverslips were incubated with the respective secondary antibodies for 1 hour, washed twice with PBS for 5 minutes and mounted with Vectashield containing DAPI (Vector Laboratories, CA, USA).

### Image acquisition and analysis

Stacks of images scanning the whole nucleus were acquired with an axial separation of 250 nm using a laser-scanning microscope Leica DM IRE2 (Leica Microsystems Heidelberg GmbH). For quantitative analysis of chromocenters and Me3K9H3 foci, regions of interest (ROI) including each nucleus were directly generated on the z-stack using the Volocity.4.3^® ^software (Improvision, Image, Processing and Vision Company Limited) and then the intensity level, volume and center of mass of all objects contained within each ROI was automatically recorded. Between 500-1000 elements (chromocenters or Me3K9H3 foci) per treatment were analyzed. For statistical analysis, the "proportions test" was used to compare the average number of elements per nucleus for each treatment. For the comparison of mean volumes and mean fluorescence intensity, we applied the "t-student" test. Fluorescence intensity of Ac3K9/K14H3 was directly measured on the Z-stack using the Volocity.4.3^® ^software (Improvision, Image, Processing and Vision Company Limited).

To determine the 3D radial position of any given signal, the shortest distance from the center of mass of the nucleus to the periphery, which included the center of mass of the fluorescent signal, was directly measured on the z-stack using the Volocity.4.3^® ^software. The absolute distances from the nucleus center to the gene were normalized as a fraction of nuclear radius, to account for natural variations in nuclear size that may influence positioning. Cell nuclei were subdivided into five concentric shells each corresponding to 20% of the nuclear radius, and the radial positioning data was binned into these five sub-domains. Graphs were made using Microsoft Excel Software. For quantitative measurements, 50-70 nuclei from multiple experiments were analyzed. Statistical differences (p < 0.05) between the distributions of a gene in different conditions were determined using the 1D Kolmogorov-Smirnov test.

### Microarray data acquisition and analysis

RNA was isolated from cell plates subjected to the different treatments using the RNAeasy Mini kit (Qiagen) and treated with RNAase-free DNAase (Qiagen). The cDNA was synthesized from 1 μg of RNA using the Reverse Transcriptase kit (Promega) following the manufacturer's recommendations. Expression profiling was performed using the Affimetrix GeneChip ^® ^technology, following the protocols recommended by the manufacturers. Affymetrix raw files (.cel, Mouse430A_2) obtained from untreated control cells, treated with anti-α_5_β_1 _antibodies, and stimulated with HGF/SF1 were collectively analyzed by using the R package "AFFYLMGUI" (http://www.bioconductor.org) [24]. Data were background corrected by the rma method [25]. The p-values obtained by testing for differentially expressed genes were calculated using "AFFYLMGUI" and exported as text. Extraction of GO terms for all genes on the Mouse430A_2 chips was used for functional analysis. Hypergeometric p-values for testing over representation of genes in GO categories were calculated as described in Masseroli et al., and the p-values were corrected for multiple testing by the Holm method [26,27]. The gene set enrichment analysis was done as described previously [28,29]. The permutation statistics for the heat-plots were calculated for each gene set. This was done by considering the expression level for all genes of each set defined by Molecular Signatures Database. The p-values for the heat-plots were calculated as n_down_/N for down-regulated genes and as 1-n_up_/N for up-regulated genes, where n_down _is the number of times a permutated data set resulted in a down regulation that was stronger or equal to the one observed for the unpermutated data. n_up _was calculated in a similar way for up-regulated genes. N was the total number of permutation which was set to 10000. To assess if a specific gene set was up- or down-regulated for a specific sample class the expression values from a specific class were compared with the expression values in all other sample classes [30]. The calculation of 1-n_up_/N for up-regulated gene sets allows co-plotting both up and down-regulated gene sets in the same heat-diagram. Mouse genes were mapped to human genes by using HomologGene available at NCBI. Microarray data is publicly available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23853, Gene Expression Omnibus (GEO) accession number GSE23853.

## Authors' contributions

LV performed the cell experiments, image analysis and drafted the manuscript. FR, JT-F participated in statistical and image analyses. RM performed the microarray-data statistical analysis. AL assisted with cell experiments. LP conceived and coordinated the study, performed the FISH experiments and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **MLP29 cells were treated with a specific functional blocking antibody against α_5_β_1 _integrin or stimulated with HGF/SF1 for 24 hours**. Then immunofluorescent detection of invasiveness and hepatic stem cell (HSC) biomarkers showed that cell migration was associated with an increase in the expression levels of β_1 _and β_3 _integrin sub-units. The treatments also increased the expression of the HSC markers Ep-CAM, AFP and CK19, all related to the invasive growth of epithelial cells. Click here for file

Additional file 2 **Following treatment with the α_5_β_1 _blocking antibody, viability of the cells was determined using the MTT reduction assay**. The effects of exposure of the cells to the α_5_β_1 _specific antibody or stimulation with HGF/SF1 were analyzed by generating concentration-effect curves as a plot of the fold-time increase in the fraction of surviving cells *versus *antibody concentration. The data presented summarize the mean (±S.D.) of three independent experiments each performed in triplicate. Click here for file

Additional file 3 **Flow cytometric analysis of the DNA content of hepatic progenitor cells was performed following treatment with an α_5_β_1_-specific antibody in the presence or absence of the MEK inhibitor U0126**. α_5_β_1 _inhibition slightly increased (statistically non-significant) the cell sub-population in the S phase of the cell cycle and this is concomitant with a decrease in the percentage of cells in the G0/G1 sub-compartment of the cell cycle. These effects on the S-phase were not reversed upon inhibition of the proliferative MAPK pathway. Click here for file

Additional file 4 **Flow cytometric analysis of the DNA content of hepatic progenitor cells was performed following treatment with an α_5_β_1_-specific antibody in the presence or absence of the MEK inhibitor U0126**. The percentages of cells in each sub-compartment of the cell cycle are plotted as a function of the different treatments. One experiment, representative of three independent experiments, is shown. Click here for file

Additional file 5 **Frequencies of up- or down-regulated genes in the three main GO categories: Cellular Components (CC), Biological Processes (BP) and Molecular Function (MF)**. Click here for file

Additional file 6 **Most significantly up-regulated genes within the biological processes and cellular components GO categories in MLP29 cells upon α_5_β_1 _integrin functional blockade**. Click here for file

Additional file 7 **Most significantly down-regulated genes in MLP29 cells upon α_5_β_1 _integrin functional blockade**. Click here for file

Additional file 8 **Flow cytometric and immunoblot analyses of Ac3K9/14 H3 in the context of DNA content of MLP29 cells treated with an anti-α_5_β_1 _specific antibody**. Bivariate cytograms indicate the levels of expression of Ac3K9/14 H3 in each sub-compartment of the cell cycle. Bar graphs show the percentage of FITC-positive cells. The data presented are representative of three independent experiments. For immunoblot analysis, treated MLP29 cells were lysed and total protein (50 μg) was resolved by SDS-PAGE and analyzed by immunoblot for Ac3K9/14 H3. Click here for file

Additional file 9 **Flow cytometric and immunoblot analyses of Ac3K9/14 H3 in the context of DNA content of MLP29 cells treated with HGF/SF1**. Bivariate cytograms indicate the levels of expression of Ac3K9/14 H3 in each sub-compartment of the cell cycle. Bar graphs show the percentage of FITC-positive cells. The data presented are representative of three independent experiments. For immunoblot analysis, treated MLP29 cells were lysed and total protein (50 μg) was resolved by SDS-PAGE and analyzed by immunoblot for Ac3K9/14 H3. Click here for file

## References

[B1] BoccaccioCComoglioPMInvasive growth: a MET-driven genetic programme for cancer and stem cellsNat Rev Cancer20066863764510.1038/nrc191216862193

[B2] GentileATrusolinoLComoglioPMThe Met tyrosine kinase receptor in development and cancerCancer Metastasis Rev2008271859410.1007/s10555-007-9107-618175071

[B3] ChanPCChenSYChenCHChenHCCrosstalk between hepatocyte growth factor and integrin signaling pathwaysJ Biomed Sci200613221522310.1007/s11373-005-9061-716496226

[B4] StreuliCHIntegrins and cell-fate determinationJ Cell Sci2009122Pt 217117710.1242/jcs.01894519118209PMC2714415

[B5] BertottiAComoglioPMTrusolinoLBeta4 integrin is a transforming molecule that unleashes Met tyrosine kinase tumorigenesisCancer Res20056523106741067910.1158/0008-5472.CAN-05-282716322210

[B6] TrusolinoLSeriniGCecchiniGBesatiCAmbesi-ImpiombatoFSMarchisioPCDe FilippiRGrowth factor-dependent activation of alphavbeta3 integrin in normal epithelial cells: implications for tumor invasionJ Cell Biol199814241145115610.1083/jcb.142.4.11459722624PMC2132885

[B7] ParadaLASotiriouSMisteliTSpatial genome organizationExp Cell Res20042961647010.1016/j.yexcr.2004.03.01315120995

[B8] RoyoFPazNEspinosaLMcQueenPGVellonLParadaLASpatial link between nucleoli and expression of the Zac1 geneChromosoma2009118671172210.1007/s00412-009-0229-119649645PMC2783200

[B9] WiblinAECuiWClarkAJBickmoreWADistinctive nuclear organisation of centromeres and regions involved in pluripotency in human embryonic stem cellsJ Cell Sci2005118Pt 173861386810.1242/jcs.0250016105879

[B10] MeaburnKJMisteliTLocus-specific and activity-independent gene repositioning during early tumorigenesisJ Cell Biol20081801395010.1083/jcb.20070820418195100PMC2213600

[B11] MedicoEMongioviAMHuffJJelinekMAFollenziAGaudinoGParsonsJTComoglioPMThe tyrosine kinase receptors Ron and Sea control "scattering" and morphogenesis of liver progenitor cells in vitroMol Biol Cell199674495504873009410.1091/mbc.7.4.495PMC275904

[B12] IngberDETensegrity II. How structural networks influence cellular information processing networksJ Cell Sci2003116Pt 81397140810.1242/jcs.0036012640025

[B13] AlisonMRMurphyGLeedhamSStem cells and cancer: a deadly mixCell Tissue Res2008331110912410.1007/s00441-007-0510-717938965

[B14] WuRTerryAVSinghPBGilbertDMDifferential subnuclear localization and replication timing of histone H3 lysine 9 methylation statesMol Biol Cell20051662872288110.1091/mbc.E04-11-099715788566PMC1142431

[B15] GerlitzGLivnatIZivCYardenOBustinMReinerOMigration cues induce chromatin alterationsTraffic20078111521152910.1111/j.1600-0854.2007.00638.x17822403

[B16] HuangCJacobsonKSchallerMDMAP kinases and cell migrationJ Cell Sci2004117Pt 204619462810.1242/jcs.0148115371522

[B17] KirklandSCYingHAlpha2beta1 integrin regulates lineage commitment in multipotent human colorectal cancer cellsJ Biol Chem200828341276122761910.1074/jbc.M80293220018664572PMC2562061

[B18] TrzpisMPopaERMcLaughlinPMvan GoorHTimmerABosmanGWde LeijLMHarmsenMCSpatial and temporal expression patterns of the epithelial cell adhesion molecule (EpCAM/EGP-2) in developing and adult kidneysNephron Exp Nephrol20071074e11913110.1159/00011103918025791

[B19] DalbyMJGadegaardNHerzykPSutherlandDAgheliHWilkinsonCDCurtisASNanomechanotransduction and interphase nuclear organization influence on genomic controlJ Cell Biochem200710251234124410.1002/jcb.2135417427951

[B20] SmithCLPetersonCLA conserved Swi2/Snf2 ATPase motif couples ATP hydrolysis to chromatin remodelingMol Cell Biol200525145880589210.1128/MCB.25.14.5880-5892.200515988005PMC1168809

[B21] WalterJSchermellehLCremerMTashiroSCremerTChromosome order in HeLa cells changes during mitosis and early G1, but is stably maintained during subsequent interphase stagesJ Cell Biol2003160568569710.1083/jcb.20021110312604593PMC2173351

[B22] HarnicarovaAKozubekSPachernikJKrejciJBartovaEDistinct nuclear arrangement of active and inactive c-myc genes in control and differentiated colon carcinoma cellsExp Cell Res2006312204019403510.1016/j.yexcr.2006.09.00717046748

[B23] BreroAEaswaranHPNowakDGrunewaldICremerTLeonhardtHCardosoMCMethyl CpG-binding proteins induce large-scale chromatin reorganization during terminal differentiationJ Cell Biol2005169573374310.1083/jcb.20050206215939760PMC2171616

[B24] WettenhallJMSimpsonKMSatterleyKSmythGKaffylmGUI: a graphical user interface for linear modeling of single channel microarray dataBioinformatics200622789789910.1093/bioinformatics/btl02516455752

[B25] BolstadBMIrizarryRAAstrandMSpeedTPA comparison of normalization methods for high density oligonucleotide array data based on variance and biasBioinformatics200319218519310.1093/bioinformatics/19.2.18512538238

[B26] MasseroliMMartucciDPinciroliFGFINDer: Genome Function INtegrated Discoverer through dynamic annotation, statistical analysis, and miningNucleic Acids Res200432 Web ServerW29330010.1093/nar/gkh43215215397PMC441570

[B27] HolmSA simple sequentially rejective multiple test procedureScand J Stat197966570

[B28] MoothaVKLindgrenCMErikssonKFSubramanianASihagSLeharJPuigserverPCarlssonERidderstraleMLaurilaEPGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetesNat Genet200334326727310.1038/ng118012808457

[B29] VirtanevaKWrightFATannerSMYuanBLemonWJCaligiuriMABloomfieldCDde La ChapelleAKraheRExpression profiling reveals fundamental biological differences in acute myeloid leukemia with isolated trisomy 8 and normal cytogeneticsProc Natl Acad Sci USA20019831124112910.1073/pnas.98.3.112411158605PMC14719

[B30] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profilesProc Natl Acad Sci USA200510243155451555010.1073/pnas.050658010216199517PMC1239896

How the deposited data were processed for this re-analysis (not part of the article)

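RNA of MLP29 mouse liver progenitor cells was measured on 9 Affymetrix Mouse430A_2 arrays, 3 each from untreated cells, cells treated for 24 h with HGF/SF1 (20 ng/ml) and cells treated for 24 h with an antibody that blocks α5β1 integrin (10 µg/ml), after starvation in 0.1% serum for at least 16 h. The authors processed the arrays together in affylmGUI with rma background correction, and the deposited values are log2 summaries with 1 value per probe set. The text of the paper does not name the normalization between arrays or the summary per probe set, but the arrays had nearly equal distributions (medians from 5.91 to 6.08), so the values were used as deposited. The intensity files were not used, so these steps were not repeated.

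Samples were assigned to conditions and to experiments 1, 2 and 3 from their titles, which carry 3 days with each condition once, and the paper states that each experiment included all 3 conditions. This pairing was checked on the values. After the mean of its condition was taken from each array, arrays of 1 experiment correlated with r from 0.0958 to 0.591, and arrays of different experiments from -0.682 to 0.0308. The first 3 principal components held 35.3%, 21.9% and 17.7% of the variance. The log2 ratio of 3' to 5' control probe sets was between -0.318 and -0.0618 for Gapdh and between 0.197 and 0.873 for β-actin.

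Of 22690 probe sets in the table, 64 control probe sets were left out and 22626 analysed. The annotation names 1 gene for 20380 probe sets, several for 691 and none for 1555, and 20351 were matched to a symbol of the RefSeq annotation of GRCm38.p6, which also gave the chromosomes. Probe sets naming several genes or none count as probe sets and do not enter the values of genes. A gene takes the value of its brightest probe set on average over all arrays, and the text says where the probe sets of a named gene differ in direction. Only the numbers of genes given beside all called probe sets and the calls per chromosome count a gene by any of its probe sets. A mean per condition was fitted with limma 3.58.1 in R 4.3.3, with variances moderated by eBayes (6 residual degrees of freedom, prior 2.39), and tests were two-sided. Comparisons were antibody against untreated, HGF/SF1 against untreated and antibody against HGF/SF1. Thresholds were an unadjusted p under 0.05, the reading of the p-value in the text of the paper that leaves it unadjusted, and an adjusted p under 0.05 (Benjamini-Hochberg over 22626 probe sets). Probe sets expected by chance are 5% of those tested. With log2 changes of 1 planted in 100 probe sets of simulated data with 3 arrays per group, 57% passed the adjusted and 92% the unadjusted threshold, and with changes of 2, 89% and 99%. In the same data, 5.47% of unchanged probe sets passed the unadjusted threshold and 11 the adjusted one. These shares hold for planted changes of 1 size and may not apply to the real arrays. There, 160 probe sets called after the antibody were higher and 228 lower by at least 2-fold. Of these, 3 and 2 passed the adjusted threshold.

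Gene lists of adhesion, migration, matrix, chromatin, transcription factors, signaling, cell cycle, stress, metabolism, progenitor and cell type markers, all comparisons, alternatives and the rule for named genes were fixed before the data were examined. The members came from general knowledge of each pathway. The gene sets of the Molecular Signatures Database and the annotation that the paper used were not at hand for the re-analysis. Lists were tested with camera of limma on 1 probe set per gene, at a preset correlation of 0.01 and with an estimated correlation. They were also tested with fry, which tests a list against no change and not against other genes. Values were adjusted over the lists within a comparison. The genes of Table 2 were counted as 2 further lists, which the study had chosen on the same arrays. Some of them, such as Slpi, Vnn3, Gpx1, Hif1a and Maff, are also members of the other lists. For the lists on adhesion, migration, chromatin and transcription factors, the level in each condition against the other two was also set against all 84 choices of 3 arrays. Named genes are those the paper names, whose direction was known from its tables, the 10 genes with the largest change in each direction after each treatment that passed the adjusted threshold and moved alike in all 3 experiments, filled up with genes past the unadjusted threshold and with a mean above the median, and in each list up to 4 genes with the smallest p after the blockade and up to 2 after HGF/SF1. Mydgf was named in addition because few genes passed, after its value was seen. Calls per chromosome were compared by a chi-square with 100000 permutations of the calls over genes and by Fisher's exact test, with exact (Clopper-Pearson) intervals. The correlation between the responses was compared with 20 simulated experiments in which untreated arrays were shared and nothing changed.

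Alternatives were the experiment as a block (4 residual degrees of freedom) or as a random block (statmod 1.5.0, correlation within an experiment 0.249), a fit of the 2 groups compared, the probe sets above the median brightness or above the lower quartile, quantile normalization, median centring, an intensity trend with a robust prior, the mean over the probe sets of a gene, other thresholds, a change of at least 1.5-fold, and leaving out each array and each experiment. Where an array was left out, the group with fewer arrays was assumed to vary like the others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.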

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

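No test in this part was chosen after its result was seen. The text and printed tables of the paper name none of the 3 single genes below and test none of the gene lists as defined here. The gene lists in its supplement were not at hand. Each gene and list below passed its test against untreated cells. Selenoh had a log2 fold change of 2.03 after α5β1 blockade, with 2.36, 1.95 and 1.78 in the 3 experiments, and of 0.15 after HGF/SF1. Slc39a9 had -1.31, with -1.02, -1.43 and -1.49, and Slc35e1 -1.09, with -0.90, -1.08 and -1.29. These 3 calls rest on the adjusted threshold of limma, which 550 probe sets passed without experiment 1, 1088 without its antibody array and 0 or 1 without any other array or experiment. All 3 passed with the experiment as a block and none with the 2 groups alone. Slc39a9 and Slc35e1 did not pass with either filter on dim probe sets, an intensity trend with a robust prior or the mean over the probe sets of a gene, nor Slc35e1 with median centring.

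After the blockade, genes of ER stress and the secretory pathway fell as a group, with 12 of 36 measured members lower, 0 higher and 9 that fell when adjusted over the list alone (15 with the experiment as a block). Its median was -0.38 and its mean was lower in 3 of 3 experiments (camera adjusted p = 3.7e-06, adjusted p = 0.671 with an estimated correlation). Sec24d, of ER export vesicles, had -1.04 (SE 0.16), the translocon subunits Sec61a1 -0.82 (SE 0.14) and Sec61b -0.60 (SE 0.15), and the chaperone Dnajb11 -0.72 (SE 0.14). G2/M genes rose as a group by a median of 0.54, with 4 of 43 members higher and 0 lower (camera adjusted p = 5.2e-07, adjusted p = 0.770 with an estimated correlation), and 0 passed when adjusted over the list alone in limma, 4 with the block. The mean of the list was -0.01 in experiment 1 and 0.67 and 0.89 in the others, with Ckap5 at 0.85 (SE 0.27), Smc4 at 0.87 (SE 0.29) and Cdc25b, a phosphatase of mitotic entry, at 0.91 (SE 0.37). From flow cytometry of DNA content, the paper reports no drastic change of the cell cycle after the blockade. Its Methods give a shorter treatment for that assay than the 24 h of the arrays, which do not measure DNA content. Genes of inflammation and the acute phase rose as a group (camera adjusted p = 0.0450, adjusted p = 0.770 with an estimated correlation), with 9 of 44 higher, 2 lower, a median of 0.05 and a mean of 0.40, and with means of 0.78, -0.02 and 0.42 in the 3 experiments. Slpi and Vnn3 of this list are also up-regulated genes of Table 2, which the study chose on these arrays. These members are therefore not independent evidence of direction. When adjusted over the list alone, Slpi, Vnn3 and Nfkbia, an inhibitor of NF-κB, at 1.23 (SE 0.24), rose (7 rose and 1 fell with the block). Its adjusted p was above the threshold without experiment 1 (0.736), the untreated (0.408), HGF/SF1 (0.0521) or antibody array (0.226) of experiment 1, the antibody array of experiment 2 (0.132) or the untreated array of experiment 3 (0.0847), and with quantile normalization (0.0589) or median centring (0.0855).

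After HGF/SF1, 5 lists were lower as groups while at most 1 of their members passed the unadjusted threshold, and all 5 had an adjusted p of 0.744 with an estimated correlation. G1/S genes fell by a median of 0.27 (camera adjusted p = 1.0e-08), with list means of -1.13, 0.22 and -0.20 in experiments 1, 2 and 3, and the call was lost without experiment 1 (0.823, direction up) or its HGF/SF1 array (0.290). G2/M genes fell by a median of 0.39 (adjusted p = 3.6e-11), with a lower mean in 2 of 3 experiments, and the call was lost without experiment 1 (0.425). Splicing and paraspeckle factors fell by a median of 0.11 (adjusted p = 2.2e-04), with means of -0.22, -0.12 and 0.02, and the call was lost without experiment 1 (0.261), its HGF/SF1 array (0.534) or the untreated array of experiment 2 (0.292). Heterochromatin and histone H3K9 factors fell by a median of 0.08 (adjusted p = 0.0294), with means of -0.32, -0.02 and -0.05, and the call was lost without experiment 1 (0.425), its HGF/SF1 array (0.909, direction up), the untreated arrays of experiments 2 (0.391) or 3 (0.114), and with quantile normalization (0.0714). The other ATP-dependent remodelers fell by a median of 0.03 (adjusted p = 0.0294), with means of -0.16, -0.04 and -0.05, and the call was lost without experiments 1 (0.284), 2 (0.0989) or 3 (0.0711), the HGF/SF1 arrays of experiments 1 (0.785) or 3 (0.0786), or the untreated arrays of experiments 2 (0.474) or 3 (0.0631), with quantile normalization (0.0714) or the mean over the probe sets of a gene (0.0504), and among probe sets above the median (0.234) or lower quartile (0.0543) of brightness. The HGF/SF1 array of experiment 1 had a standard deviation of 0.39 in its log2 changes from the untreated array, against 0.25 and 0.19 in experiments 2 and 3.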

How the results depend on the processing

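No test in this part was chosen after its result was seen. None of 446 results for single genes reversed a call under a setting that kept them (342 and 412 with the 2 filters on dim probe sets). Few could, since only 5 probe sets passed the adjusted threshold after the antibody and 0 after HGF/SF1. All 5 calls were lost with the 2 groups alone, without experiment 2 or 3, and without any untreated array. The same held without the HGF/SF1 array of experiment 2 or 3, or the antibody array of experiment 3. Of 20 list calls, the settings kept from 8 (without experiment 1, and without its HGF/SF1 array) to 19 in their direction, apart from camera with an estimated correlation, which kept 0. With fry 0 of the 20 lists passed, but fry tests a list against no change, so it cannot decide a call against other genes. Signal near background limits the values of dim probe sets, which 2 of the settings leave out. Planned settings for linear or unnormalized values did not apply and were not run, and median centring, planned in place of quantile normalization, was run beside it. Where a setting below tests fewer probe sets or genes, its counts are lower partly by construction. With fewer arrays, counts moved both ways. For the antibody, the 2674 probe sets past the unadjusted threshold became 912 without experiment 3 and 4014 without the antibody array of experiment 1. The cause of these other differences was not tested.

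With the experiment as a block, probe sets past the unadjusted threshold were 4114 for the antibody against untreated cells, 411 for HGF/SF1 and 4490 for the direct comparison, and 24 and 242 passed the adjusted one for antibody and direct comparison. The share higher was 44.3%, the general transcription factors gave 0.0543 and the chromosomes 0.00565. With a random block, the values were 374 for HGF/SF1, 41 and 214 past the adjusted threshold, 41.5% and 0.0386. With the 2 groups compared alone, 0 and 0 passed the adjusted threshold in limma. Among probe sets above the median brightness, 3 passed after the antibody, 14 after HGF/SF1 (unadjusted) and 33.8% were higher, the general transcription factors gave 0.161, and cell-cell adhesion (0.811) and transition factors (0.887) turned their direction without a call. Among those above the lower quartile, the counts were 3 and 63, cell-matrix adhesion gave 0.0596, general transcription factors 0.0905, and cell-cell adhesion turned (0.924). With quantile normalization, 42.5% were higher, cell-matrix adhesion gave 0.0589 and general transcription factors 0.0635. With median centring, the share reversed to 50.1%, cell-matrix adhesion gave 0.0855 and 13 passed in the direct comparison. With an intensity trend and robust prior, 3 and 2 passed the adjusted threshold for antibody and direct comparison. With the mean over probe sets, cell-cell adhesion (0.938) and, after HGF/SF1, Smarc genes (0.732) turned without a call. Cell-matrix adhesion and general transcription factors gave 0.671 and 0.770 with an estimated correlation. With fry, which tests a list against no change, they gave 0.333 and 0.386.

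At an unadjusted p under 0.0005, counts for antibody, HGF/SF1 and direct comparison were 68, 0 and 101 in limma, with 23.5% higher. At a change of at least 1.5-fold they were 1352, 8 and 1573, with 35.7% higher. Counting genes by their brightest probe set gave 1562, 104 and 1753, and counting them by any probe set gave 2034, 167 and 2239. By the brightest probe set, 3 passed the adjusted threshold in the direct comparison. At an adjusted p under 0.10, 45 passed in the direct comparison and 42.9% of the antibody calls were higher. At an adjusted p under 0.05, 60% were higher, or 3 of 5 (95% exact confidence interval 14.7 to 94.7%), which includes the main share.

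Leaving out each array or experiment gave ranges of 912 to 4014 (unadjusted) and 0 to 1088 (adjusted) for the antibody, 123 to 366 for HGF/SF1, 1257 to 4114 and 0 to 1146 for the direct comparison, 32.9 to 43.5% for the share higher, 0.00614 to 0.638 for the chromosomes and 0.0640 to 0.394 for the correlation of the responses. Adjusted p for lists after the antibody ranged from 0.0387 to 0.370 for integrin subunits, 0.00714 to 0.209 for cell-matrix adhesion, 0.642 to 0.994 for cell-cell adhesion, 0.0264 to 0.588 for migration, 0.385 to 0.991 for SWI/SNF subunits, 0.385 to 0.945 for hepatic factors, 0.0514 to 0.988 for AP-1, ATF and Maf factors, 0.489 to 0.991 for transition factors and 0.00480 to 0.204 for general factors. After HGF/SF1 they ranged from 0.511 to 0.986 for integrin subunits, 0.0168 to 0.979 for migration, 0.489 to 0.946 for Smarc genes, 2.2e-17 to 0.823 for G1/S genes and 0.00239 to 0.909 for heterochromatin factors, and in the direct comparison from 1.3e-10 to 0.966 for G1/S genes. Further lists without a call after HGF/SF1 passed in at least 1 of these fits. The lowest values were 2.2e-09 for cholesterol synthesis, 0.00191 for oxidative phosphorylation and 0.00233 for hypoxia targets. They were 0.0120 for ER stress, 0.0206 for inflammation and 0.0320 for hepatocyte function genes. The highest values of these lists lay between 0.771 and 0.996. Calls reversed for G1/S genes after HGF/SF1 without experiment 1 (0.823) and in the direct comparison without experiment 1 (0.0972) or its antibody array (0.966), and for heterochromatin factors after HGF/SF1 without the HGF/SF1 array of experiment 1 (0.909).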

Differences from the paper's values

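The array holds 12 genes named Smarc in 24 probe sets, where the paper reports 32 genes of this family. The alternatives set before the data were examined gave 12, or 11 after a filter on dim probe sets, and none reached the value of the paper.

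Of the 7 up-regulated genes that the paper lists in Table 2 at p < 0.0005, 4 passed an unadjusted p under 0.0005 here, by the brightest probe set or by any. With the experiment as a block 5 passed, or 6 by any probe set, and 5 by any probe set with a random block, each within 1.5 times the value of the paper. With the other alternatives set before the data were examined, 1 to 4 passed. All 7 were higher past an unadjusted p under 0.05.

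The paper states that after α5β1 blockade more genes were up-regulated than down-regulated in its ontology analysis, and here 38.3% of the probe sets past the unadjusted threshold were higher. At an unadjusted p under 0.0005 it was 23.5%, with quantile normalization 42.5% and with median centring 50.1%, and at an adjusted p under 0.05 it was 60%, or 3 of 5 probe sets. With the experiment as a block, the share was 44.3% at an unadjusted p under 0.05 and 45.7% under 0.0005. At an adjusted p under 0.05 it was 54.2% in that fit, or 13 of 24. With a random block, the 3 shares were 41.5%, 29.4% and 24.4%.

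The paper states that the genes for the β1 and β3 integrin subunits were up-regulated by both treatments. It also reports higher β1 and β3 protein by immunofluorescence after both, which the arrays, as measures of RNA, do not test. Itgb1 had a log2 fold change of 0.05 after the blockade and -0.10 after HGF/SF1, and Itgb3 of -0.27 and -0.25, with 0 past an unadjusted p under 0.05 in limma for either gene. Itgav, at 0.68, Itga2, at 0.88, and Itgb2, at 1.44, were higher after the blockade.

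The paper states that genes of cell migration were lowest in untreated cells, higher after HGF/SF1 and highest after the blockade. Here the list was higher in antibody-treated cells than in the other 2 classes pooled (one-sided exact permutation p = 0.0238, over choices of arrays that ignore the experiments), and HGF/SF1-treated cells were lower than the other 2 pooled (p = 0.0357), with 0.464 for lower values in untreated cells. Against untreated cells the list missed the threshold after the blockade (camera adjusted p = 0.182) and after HGF/SF1 (0.262), the latter with means of 0.02, -0.10 and -0.02 in the 3 experiments.

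The paper states that several sets of cell adhesion genes were up-regulated by the blockade. The cell-matrix list was higher (camera adjusted p = 0.0450, adjusted p = 0.671 with an estimated correlation), and of the cell-cell list 0 members were higher and 4 lower.

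The paper gives Sfpq, Nmt1 and Ide a minus sign in Table 2. By their brightest probe sets their log2 fold changes were -0.61, 0.25 and -0.06, none past an unadjusted p under 0.05, while at least 1 dimmer probe set of each was lower past that threshold, and with the experiment as a block Sfpq passed.

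The paper states that changed genes were spread evenly over the genome. The permutation p over chromosomes was 0.283, and it was 0.00565 and 0.0386 with the experiment as a block or random block, 0.00614 without experiment 1 and 0.0194 without its HGF/SF1 array.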

Other observations

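The test of HGF/SF1 calls with the experiment as a block, the comparison with the splits that part all 3 pairs of an experiment, and the list means and the fit of mixed RNA for experiment 1 were chosen after their results were seen. For lists, values in parentheses are adjusted p from camera. In the gene groups not described so far, no list passed after α5β1 blockade, and single genes of some of them did. Of 65 genes of oxidative phosphorylation, 4 were lower and 0 higher, with the ATP synthase subunit Atp5g1 at -0.54 (SE 0.12) and the complex I subunit Ndufs3 at -0.28 (SE 0.09), 0 when adjusted over the list alone in limma, and the list missed the threshold (camera adjusted p = 0.0635). It passed with quantile normalization (0.0315), an intensity trend with a robust prior (0.0499), without experiment 2 (6.1e-04) or its untreated array (3.4e-04), and without the antibody array of experiment 1 (0.00480). Of 41 glutathione and NRF2 genes, 3 were higher and 3 lower, Gpx1 rose when adjusted over the list alone, and Gsta4, a glutathione transferase, was lower at -0.57 (SE 0.20) (list median -0.05, mean 0.03, adjusted p = 0.926). The direction of this list turned with quantile normalization or the experiment as a block, and without experiments 1 or 2. It also turned without the antibody array of experiment 1 or the untreated array of experiment 2. Of 36 ERK-induced and feedback genes, 2 were higher and 2 lower, with the cytokine Lif at 0.64 (SE 0.20) and the immediate early gene Ier2 at -1.02 (SE 0.44), 0 when adjusted over the list alone in limma (0.170 for the list, and 0.0496 without experiment 2, 0.00625 without its untreated array and 0.0387 without the antibody array of experiment 3). Of 37 actin-SRF and YAP target genes, 4 were higher and 1 lower, with Ankrd1 at 0.76 (SE 0.31), Cald1, which binds actin, at 0.69 (SE 0.24) and Fhl1 at -1.76 (SE 0.63), 0 when adjusted over the list alone in limma and 3 with the block (0.170 for the list, and 0.0284 without experiment 3). Of 22 keratins and intermediate filament genes, the linker Plec fell by 0.62 when adjusted over the list alone and Krt23 was higher at 0.79 (SE 0.32) (0.471 for the list). Of 37 G1/S genes, 1 was higher, the replication licensing factor Cdt1, whose probe sets differ in direction (0.805 for the list, and 0.0189 without the antibody array of experiment 1, direction down). The 19 genes of cholesterol synthesis had a median of 0.44 with 0 called in limma at an unadjusted p under 0.05 (0.127 for the list, and 0.00213 without experiment 1, 8.3e-04 without its untreated array and 0.0472 with the 2 groups alone), with means of -0.29, 1.23 and 0.20 in the 3 experiments and a direction that turned without experiment 2 (0.792) or its untreated array (0.726), and the 31 ribosomal protein genes a median of 0.03 with 0 called in limma (0.389).

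Of 22 liver stem and progenitor markers, limma called 0 at an unadjusted p under 0.05 in either comparison with untreated cells (0.410 and 0.878 for the list), with Epcam at -0.10 (SE 0.15), Krt19 at -0.31 (SE 0.17), Afp at 0.10 (SE 0.20) and Sox9 at 0.67 (SE 0.38) after the blockade. Of 25 hepatocyte function genes, 1 was lower, the heme-binding protein Hpx at -0.36 (SE 0.13) (0.877 for the list). The direction of that list turned with median centring, and without experiment 2, its antibody array or the untreated array of experiment 1. Cdh1, which encodes E-cadherin, was at -0.17 (SE 0.22) and Met, the receptor of HGF/SF1, at -0.05 (SE 0.31). The paper reports higher EpCAM, AFP and CK19 (Krt19) protein after both treatments, and lower E-cadherin protein after the blockade. The arrays measure RNA and do not test these protein results. Among markers of other cell types, 2 of 24 leukocyte markers were higher, Cd68 and the actin-bundling gene Lcp1 at 0.41 (SE 0.17), while the macrophage lysozyme Lyz2 was at 0.19 (SE 0.12) and did not pass (0.131 for the list), and limma called 0 of 20 endothelial markers (0.596) and 0 of 20 fibroblast and stellate cell markers (0.875) at an unadjusted p under 0.05. Of the leukocyte markers, 0 passed when adjusted over the list alone in limma. With the experiment as a block, 1 of them was higher and 1 lower past the unadjusted threshold, and 1 was higher when adjusted over the list alone.

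In the direct comparison with HGF/SF1, lists were also higher after the blockade for hypoxia targets (0.0297), inflammation (0.0237), heterochromatin factors (0.0237), G1/S genes (0.0217) and cholesterol synthesis (0.0297), and general transcription factors were lower (0.0369), all of them lost with an estimated correlation (adjusted p from 0.688 to 0.815). In experiments 1, 2 and 3 the means were 0.43, -0.06 and 0.12 for heterochromatin factors, 1.33, -0.50 and 0.04 for G1/S genes, -0.42, 1.17 and 0.69 for cholesterol synthesis and 0.10, -0.32 and -0.21 for general transcription factors, so each of these 4 had 1 experiment of opposite sign. All 6 calls also rest on single arrays or experiments. Hypoxia targets did not pass without experiments 1 (0.308) or 3 (0.0770), the HGF/SF1 array of experiment 1 (0.509) or the antibody arrays of experiments 2 (0.0622) or 3 (0.116). Inflammation genes did not pass without experiment 1 (0.561), its HGF/SF1 (0.200) or antibody array (0.186) or the HGF/SF1 array of experiment 3 (0.0765). The call of the heterochromatin factors was lost without experiment 1 (0.561), its HGF/SF1 array (0.566) or its antibody array (0.0966), and that of G1/S genes without experiment 1 (0.0972, direction down), its HGF/SF1 array (0.583) or its antibody array (0.966, direction down). Cholesterol synthesis was lost without experiments 2 (0.587) or 3 (0.171), the antibody array of experiment 1 (0.186) or the HGF/SF1 arrays of experiments 2 (0.784) or 3 (0.122). General transcription factors were lost without experiments 2 (0.468) or 3 (0.171), the HGF/SF1 (0.117) or antibody array (0.276) of experiment 2 or the HGF/SF1 (0.123) or antibody array (0.0512) of experiment 3, and with the block (0.0516), the 2 groups alone (0.0521), probe sets above the median (0.174) or lower quartile (0.0835) of brightness or an intensity trend with a robust prior (0.0742). Hypoxia targets were also lost above the median brightness (0.156), and cholesterol synthesis with median centring (0.0504) or the mean over the probe sets of a gene (0.0582).

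The antibody response was smaller in experiment 1 for many probe sets and not for all. Over the 500 probe sets with the smallest p in experiments 2 and 3, its change in experiment 1 had a slope of 0.228 on the change in the other experiments, against 0.616 and 0.772 when experiments 2 and 3 were treated alike. A swap with the HGF/SF1 array of that experiment would give that array the larger slope, and its slope was 0.0616, and lower array quality would put its Gapdh ratio above the other arrays, and the ratio was -0.137, within the range from -0.318 to -0.0618, which argues against both. The changes of experiment 1 correlated with those of the others at r = 0.632 over these probe sets, which are not independent replicates, while lists and genes that were called with experiment 1 included did not all shrink. In experiments 1, 2 and 3 the mean change was 0.78, -0.02 and 0.42 for inflammation, -0.01, 0.67 and 0.89 for G2/M genes and -0.29, -0.44 and -0.33 for ER stress genes, and Selenoh had 2.36, 1.95 and 1.78. With 1 share of untreated RNA mixed in, fitted on the 500 probe sets, 7 of them lay beyond the fit by more than 2-fold, against 24 and 23 when experiments 2 and 3 were treated alike. The fitted share of the treated response was 0.227, 0.659 and 0.775 in experiments 1, 2 and 3. A fixed 2-fold cut is harder to pass where changes are smaller, so these counts cannot decide whether untreated RNA was mixed in. A weaker blockade and untreated RNA mixed in cannot be told apart from other differences of that experiment, since each treatment has 1 array in it.

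HGF/SF1 gave fewer probe sets past an unadjusted p under 0.05 than the 5% that chance gives, 0.849%. If spread between experiments left in the residual were the whole cause, the share would reach 5% with the experiment as a block, and it was 1.82%. If the antibody arrays widened the spread, it would reach 5% with the untreated and HGF/SF1 arrays alone, and it was 0.689%. The tables argue against both as the whole cause, and no biological explanation was tested.

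More probe sets were lower than higher after the blockade. The tables argue against a single experiment as the whole cause, since the share higher was at most 39.5% without any 1 experiment, and against dim probe sets, since it was 33.8% among probe sets above the median brightness. Scaling between arrays stays open. Quantile normalization gave 42.5%, and median centring gave 50.1% but moved the median log2 fold change of all probe sets from 0.003 to 0.06, so its share follows from an added offset and does not support scaling.

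With 3 arrays against 3, the 10 ways to split them are too few for a share under 0.05. At the unadjusted threshold, the antibody against untreated cells gave 2674 probe sets and the highest other split 3196 (2 of 10 splits gave as many), HGF/SF1 gave 192 and 1946 (9 of 10), and the direct comparison 2978 and 2146 (1 of 10). At the adjusted threshold in limma, the real and highest other counts were 5 and 0 (1 of 10) for the antibody, 0 and 1 (10 of 10) for HGF/SF1, and 5 and 2 (1 of 10) for the direct comparison. The split with 3196 sets the untreated and antibody arrays of experiment 1 and the untreated array of experiment 3 against the rest, and that with 1946 the untreated array of experiment 1 and both arrays of experiment 3 against the rest, so each keeps arrays of an experiment together. For HGF/SF1 the count of that split is several times the real one, which points to a structure of the samples by experiment. Compared only with the 3 other splits that part all 3 pairs of an experiment, the antibody count of 2674 stood against 323 to 931, the HGF/SF1 count of 192 against 112 to 277 and the direct count of 2978 against 173 to 2146, while the remaining splits part 1 pair.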
